# Rostrocaudal patterning and neural crest differentiation of human pre-neural spinal cord progenitors *in vitro*

**DOI:** 10.1016/j.stemcr.2022.02.018

**Published:** 2022-03-24

**Authors:** Fay Cooper, George E. Gentsch, Richard Mitter, Camille Bouissou, Lyn E. Healy, Ana Hernandez Rodriguez, James C. Smith, Andreia S. Bernardo

**Keywords:** spinal cord, pre-neural progenitors, neural crest, *HOX* genes, motor neurons, neuromesodermal progenitors, NMP, human pluripotent stem cells

## Abstract

The spinal cord emerges from a niche of neuromesodermal progenitors (NMPs) formed and maintained by WNT/fibroblast growth factor (FGF) signals at the posterior end of the embryo. NMPs can be generated from human pluripotent stem cells and hold promise for spinal cord replacement therapies. However, NMPs are transient, which compromises production of the full range of rostrocaudal spinal cord identities *in vitro*. Here we report the generation of NMP-derived pre-neural progenitors (PNPs) with stem cell-like self-renewal capacity. PNPs maintain pre-spinal cord identity for 7–10 passages, dividing to self-renew and to make neural crest progenitors, while gradually adopting a more posterior identity by activating colinear *HOX* gene expression. The *HOX* clock can be halted through GDF11-mediated signal inhibition to produce a PNP and NC population with a thoracic identity that can be maintained for up to 30 passages.

## Highlights

• NMPs give rise to PNPs that undergo full, rostrocaudal diversification over time (7–10 passages)
• PNPs self-renew and can differentiate to SOX10^+^ NC with corresponding rostrocaudal identity
• GDF signaling regulates the upregulation of sacral *HOX* genes in PNPs/NC
• TGF-β signaling inhibition allows long-term stabilization of PNPs/NC in a thoracic identity

## Introduction

The discovery of neuromesodermal progenitors (NMPs) as the bipotential source of spinal cord (neural) and somite (mesodermal) formation has reinvigorated efforts to generate *in vitro* models of embryonic development and disease (reviewed in Wymeersch et al., 2021). NMPs are maintained by the synergistic action of fibroblast growth factor (FGF) and WNT signals, which activate co-expression of the transcription factors Brachyury, SOX2, and CDX (CDX1, 2, and 4). Brachyury and SOX2 are mutually antagonistic cell fate determinants for the mesodermal and neuroectodermal germ layers, respectively (Gouti et al., 2017; Henrique et al., 2015; Koch et al., 2017; Tsakiridis et al., 2014; Wymeersch et al., 2016). CDX proteins act to suppress retinoic acid (RA)-mediated Brachyury inhibition (Gouti et al., 2017), activate WNT and FGF pathway components, and induce a middle *HOX* identity (Amin et al., 2016; Neijts et al., 2017; van de Ven et al., 2011). *HOX* genes are expressed in a spatial and temporal order that is colinear with their physical 3’–5’ genomic position and assign regional identity to the emerging embryonic axial tissue (Deschamps and Duboule, 2017). Colinear *HOX* gene expression is initiated by WNT signaling in the posterior streak (Neijts et al., 2017). The successive expression of 5′ *HOX* genes is induced by CDX expression but is paced by FGF signaling (Mouilleau et al., 2021; Neijts et al., 2017). More posteriorly, GDF (GDF8 and GDF11) signaling is required for *HOX10-13* gene expression and acts as part of a gene-regulatory network with *LIN28A* and *HOX13* genes regulating the proliferation of axial progenitors in the tail bud (Aires et al., 2019; Gaunt et al., 2013; Jurberg et al., 2013; Liu, 2006).

As the rostrocaudal axis elongates, NMPs that enter the pre-neural tube (PNT) downregulate *Brachyury* but maintain expression of *Sox2* and *Nkx1-2* (Diez del Corral et al., 2002; Olivera-Martinez and Storey, 2007; Storey et al., 1998). As pre-neural progenitors (PNPs) migrate into the neural tube, the switch from FGF- to RA-mediated signaling alleviates repression of the neural transcription factors *Pax6* and *Irx3* and downregulates *Nkx1-2* (Diez del Corral et al., 2003; Sasai et al., 2014; Shum et al., 1999). During this period, fate mapping and lineage tracing studies *in vivo* have suggested axial progenitors also contribute to the trunk neural crest (NC) (Wymeersch et al., 2021).

Consistent with *in vivo* evidence, combined WNT and FGF stimulation efficiently converted mouse and human pluripotent stem cells (mPSCs and hPSCs) into NMP-like cells and have since become informative in studying intricate cell fate decisions and dynamics of spinal cord and NC formation (Wymeersch et al., 2021). Neural progenitors and NC derived via an NMP intermediate have robust colinear *HOX* gene expression and represent a large range of embryonic identities along the rostrocaudal axis, often up to a lumbar identity (*HOX10-11*) (Kumamaru et al., 2018; Lippmann et al., 2015). Here we present a well-characterized and simple protocol describing the generation of PNP and NC, which acquire the full-range *HOX* identities, including the most posterior (sacral) region as determined by *HOX11-13* gene expression. Furthermore, PNPs can be stabilized by suppressing TGF-β/GDF11-mediated signaling permitting long-term culture of progenitors for at least 30 passages.

## Results

### Optimizing the generation of NMP-like cells from hPSCs through WNT modulation

Human NMP differentiation protocols differ in both the magnitude and the length of WNT stimulation, as well as with respect to the addition of other signal modulators, including FGF (Figure S1A). Several of these studies further demonstrated that the generation of posterior downstream derivatives, such as trunk NC, relies on the specification of an NMP intermediate, which occurs between a mid (3–5 μM) to high (10 μM) level of WNT signaling (Frith et al., 2018; Gomez et al., 2019a, 2019b; Hackland et al., 2019; Leung et al., 2016). To find the critical WNT signaling threshold for the generation of NMP-like cells from the WA09 (H9) human embryonic stem cell (hESC) line, we seeded cells at a fixed density (50,000 cells/cm^2^) and 24 h later exposed them to a range of concentrations (1–10 μM) of the canonical WNT agonist CHIR99021 (CHIR) while keeping the concentration of FGF2 ligands constant at 20 ng/mL for 36 h (Figure S1B). In addition, our culture medium lacked the RA precursor vitamin A (retinol) and contained the pan-RA receptor (RAR) inverse agonist AGN193109 (AGN, 10 μM) (Klein et al., 1996). RA neuralizes multipotent cells, so its degradation by CYP26A1 is essential for NMP maintenance (Abu-Abed et al., 2001; Martin and Kimelman, 2010; Sakai et al., 2001). Yet RARγ is highly expressed in NMPs, suggesting that transcriptional repression mediated by RARγ in the absence of its ligand supports NMPs and rostrocaudal axis elongation (Janesick et al., 2014). AGN additionally reduced the number of aldehyde dehydrogenase (ALDH)-positive cells by 21%, indicating that endogenous RA synthesis was significantly decreased with the addition of AGN (Figure S1C).

After 36 h, cells were analyzed for SOX2, Brachyury, and CDX2 expression by immunofluorescence (Figures 1A and 1B). Low concentrations of CHIR (0–1 μM) resulted in high expression of SOX2, while Brachyury and CDX2 were undetectable. As CHIR concentration was increased, Brachyury and CDX2 protein levels were elevated, while SOX2 expression decreased. OCT4, which is also expressed in axial progenitors and required for axis elongation (Aires et al., 2016; Gouti et al., 2017), was also lost at higher concentrations of CHIR (Figures S1D and S1E). Based on the co-expression of SOX2, CDX2, and Brachyury proteins, 5 μM CHIR (84.4% triple positive) was the optimal concentration to generate NMP-like cells from H9 hESCs at this cell density in 36 h. We could also reliably generate NMP-like cells from WA01 (H1) hESCs and the AICS-zona occludens-1 (ZO1)-GFP induced pluripotent stem cell (iPSC) line, which also required intermediate (but different) levels of WNT activation (Figures S2A–S2D). These data show that optimizing the magnitude of WNT signaling is important for obtaining NMP-like cells from different PSC lines.

**Figure 1:**
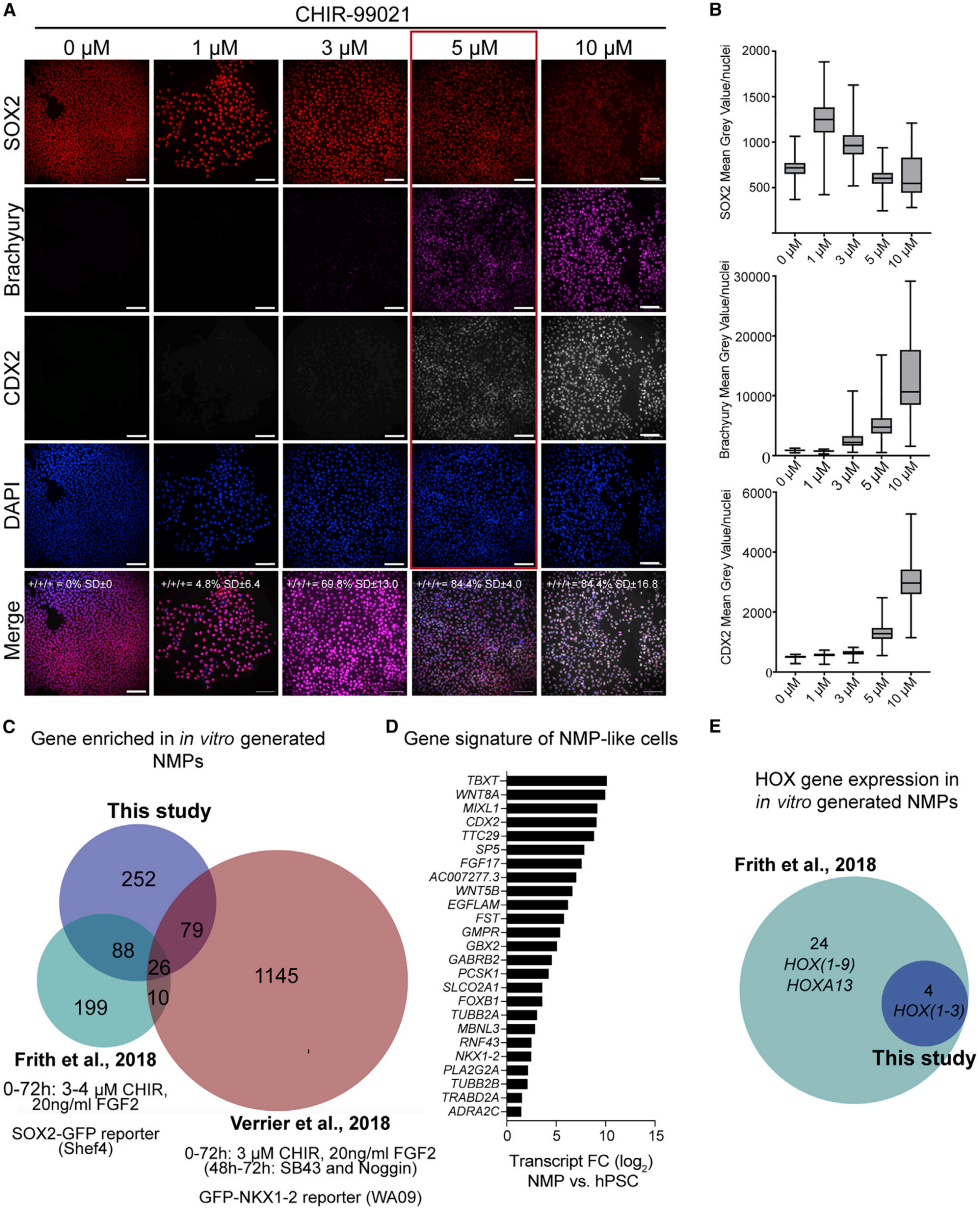
NMP-like cells are induced by intermediate WNT signaling in the presence of FGF and inhibited RA signaling (A) Representative immunostaining of 36 h cultures of SOX2 (red), Brachyury (magenta), CDX2 (gray), and DAPI (blue). Scale bars, 100 μm. (B) Boxplots showing mean gray value/nuclei quantified from repeat experiments as shown in (A). Each plot shows data points collected from two to four independent differentiations (>200 nuclei). (C) Venn diagram showing the overlap of significantly upregulated genes in NMPs as reported in this study, Frith et al. (2018), and Verrier et al. (2018). (D) Graph showing transcriptional fold change (FC) within the dataset of this study, of 26 genes commonly upregulated in NMPs according to the Venn diagram in (C). (E) Venn diagram showing the overlap of upregulated *HOX* genes in NMPs as reported in this study and Frith et al. (2018).

### Transcriptional profiling reveals a common NMP gene set

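RNA of H9 (WA09) cells, an established hESC line, was sequenced at t0 and after 36 h of WNT/FGF treatment, with 3 independent differentiations (r1 to r3) at each time point. For each library the authors deposited RSEM gene-level expected counts, which need not be whole numbers because RSEM divides reads that fit several genes between them, and TPM. The expected counts of a library summed to between 43326535 and 57041480 at t0, with a median of 44499847, and to between 34469125 and 54361945 at 36 h, with a median of 39908157. The labels of the libraries name up to 38 M single-end reads per sample as the aim, and the values here use the deposited counts. Counts were rounded to whole numbers and scaled with edgeR's TMM factors over all 47 libraries of the study, and these scaled values are called normalized counts. A count of 3 was taken as the smallest that the depth can show. The 36 h and t0 libraries were compared with edgeR's quasi-likelihood test, with the differentiation as a block and Benjamini-Hochberg adjustment, over the genes that edgeR's filterByExpr kept. Log2 fold changes are for 36 h against t0, and a gene was counted as differentially expressed at an FDR under 1%, a fold change of at least 2 and a base mean of at least 100 normalized counts. The SE given with an edgeR log2 fold change is its absolute value divided by the square root of the F statistic. It restates the test and does not measure the spread between differentiations. The biological coefficient of variation was 25.8% with the block and 25.4% without it.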

To further characterize our NMP-like cells, we quantified WNT/FGF-induced transcriptional changes at 36 h by bulk RNA sequencing (RNA-seq) in H9 hPSCs. 1,367 genes were significantly differentially expressed between hESC and NMP stages (445 upregulated and 922 downregulated; false discovery rate [FDR] < 1%, a fold change of at least ±2, and a base mean ≥ 100) (Table S1). 

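Of the 18925 genes tested between t0 and 36 h, 145 passed all 3 thresholds in edgeR's quasi-likelihood test with the block, 67 of them higher and 78 lower at 36 h. An unadjusted p under 0.05 was found for 5562 genes, where chance alone would give 946, and a Benjamini-Hochberg adjusted p under 0.05 for 2030. Without the block 618 genes passed, 233 higher and 385 lower. The replicate numbers carried little shared variation here, since the deviations of a t0 and a 36 h library from their group means had a mean correlation of -0.01 across 13297 genes when both came from the same differentiation and of 0.00 when they did not. With all libraries kept, the alternative that moved the count most was DESeq2 with the same block, which gave 436 higher and 915 lower genes. All 1367 genes of Table S1 changed in the direction the table gives, and 144 of the 145 genes are in it. Among the genes that passed, *CDX1* had 2.01 ± 1.98 normalized counts at t0 and 5074 ± 3318 at 36 h (SD, n = 3), a log2 fold change of 11.20 (SE 0.26, edgeR adjusted p = 3.3e-04). *MSGN1* and *EVX1*, which were at or under 3 counts in every t0 library, were at least 822-fold and at least 1764-fold higher at 36 h, and the transcripts *HOTAIRM1* and *AC004080.1* at least 851-fold and at least 377-fold higher. *HOTAIRM1* is annotated as antisense, and its count is uncertain because the paper's text does not state whether counting used the strand. *MSGN1* was uneven between differentiations, with 7.37, 1374 and 5687 normalized counts at 36 h in r1, r2 and r3. It did not pass with DESeq2 and the block in this comparison (DESeq2 adjusted p = 0.01). *NPTX1* fell by 7.53 on the log2 scale (SE 0.63, edgeR adjusted p = 0.0079), from 2180 ± 1039 to 11.9 ± 8.19 normalized counts. *SHISA2* fell by 5.61 (SE 0.29, edgeR adjusted p = 0.004), and *ADAMTS8*, *TMEM26* and *TMEM30B* fell by 6.09, 5.61 and 5.58.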

To define a common gene set expressed by *in vitro* NMPs, we compared our gene list of upregulated genes with two other NMP-related gene expression studies (Frith et al., 2018; Verrier et al., 2018). Although each study used different protocols and cell lines to generate NMPs (Frith et al., 2018: 72 h of FGF2/CHIR in SOX2-GFP Shef4 hESCs; Verrier et al., 2018: 72 h of FGF2/CHIR and dSMADi, 48–72 h in GFP-NKX1-2 H9 hESCs), the comparison revealed 26 genes that were consistently upregulated in all three studies (Figure 1C). 

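The data of the other studies were not analysed here. Of the genes drawn in Figure 1D, 25 were matched by symbol to a gene of the files. All 25 were higher at 36 h than at t0 in each of the 3 differentiations, with log2 fold changes from 1.55 for *ADRA2C* to 10.67 for *TBXT*. In edgeR's quasi-likelihood test with the block, 12 of the 25 passed all thresholds and all 25 had a Benjamini-Hochberg adjusted p under 0.05, while 25 passed with DESeq2. These genes were selected by the paper from the same libraries, so their shared direction is not an independent check. Differentiation r1 had the smallest change for several of them, and r3 for several others. The log2 ratio of 36 h to t0 for *TBXT* was 7.55 in r1, 11.55 in r2 and 12.04 in r3, and for *CDX2* it was 5.79, 8.64 and 10.97. For *FOXB1* it was 5.10, 3.57 and 2.49, and for *NKX1-2* it was 2.81, 3.34 and 1.47. *MIXL1* rose from 45.1 ± 9.78 normalized counts to 33420 ± 24238 (SD, n = 3), a log2 fold change of 9.23 (SE 0.60, edgeR adjusted p = 0.0058), and *SP5* had a log2 fold change of 8.18 (SE 0.43, edgeR adjusted p = 0.004). *GBX2* varied less, at 5.10, 5.37 and 5.13 in r1, r2 and r3, and so did *TUBB2B*, at 2.42, 2.12 and 2.03.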

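*WNT8A* (chromosome 5 of GRCh38, 138083892 to 138092365) rose from 5.70 ± 5.40 normalized counts at t0 to 6015 ± 5391 at 36 h (SD, n = 3). Its log2 fold change was 10.01 (SE 0.23, adjusted p = 3.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *FST* (chromosome 5, 53480409 to 53487134) rose from 561 ± 4.40 to 29404, 41096 and 27744 in r1, r2 and r3, a log2 fold change of 5.84 (SE 0.17, edgeR adjusted p = 6.6e-04). Both genes passed the thresholds. *FGF17* (chromosome 8, 22042398 to 22048809) had 594, 2499 and 14325 normalized counts at 36 h in r1, r2 and r3, against 13.6 ± 8.42 at t0. Its log2 fold change of 8.27 (SE 0.79, edgeR adjusted p = 0.011) did not reach the 1% FDR, and neither did that of *NKX1-2* (chromosome 10, 124445239 to 124450184), at 2.55 (SE 0.38, edgeR adjusted p = 0.022). *NKX1-2* had 1365 ± 138 normalized counts at t0 and 9414 ± 5941 at 36 h. With DESeq2 and the same block, *FGF17* and *NKX1-2* also passed.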

Among these were well-established NMP markers, such as *WNT8A*, *FGF17*, *FST*, and *NKX1-2* (Figure 1D). Several novel genes were also identified, including *AC007277.3*, a long non-coding transcript, *TTC29*, and *EGFLAM*, all of which may be useful as NMP markers*.* Because the NMPs in this study were analyzed at 36 h, they were found to express an earlier *HOX* gene profile when compared with day 3 NMPs generated by Frith et al. 

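*AC007277.3* (ENSG00000213981, chromosome 2 of GRCh38, 170640374 to 170695374, annotated as antisense) and *TTC29* (chromosome 4, 146706638 to 146945882) were at or under 3 counts in every t0 library. At 36 h they were at least 71.7-fold and at least 238-fold higher, with 206 ± 87.3 and 682 ± 694 normalized counts (SD, n = 3). *TTC29* passed the thresholds in edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p = 0.004), and *AC007277.3* did not (adjusted p = 0.011, edgeR). As an antisense transcript, *AC007277.3* has the same uncertainty of its count as *HOTAIRM1*. *EGFLAM* (chromosome 5, 38258409 to 38465021) rose from 8.87 ± 1.32 to 1776 ± 1842, with 302, 1184 and 3841 in r1, r2 and r3. Its log2 fold change was 7.21 (SE 0.78, edgeR adjusted p = 0.013). DESeq2 with the block passed *AC007277.3* and *EGFLAM*. Of the *HOX* genes, *HOXB1* (log2 fold change 10.08, SE 0.51, edgeR adjusted p = 0.004) passed at 36 h. *HOXA3* and *HOXB2* did not pass at the 1% FDR in edgeR and passed with DESeq2. A mean of at least 100 normalized counts at 36 h was reached by 13 of the 39 *HOX* genes, 11 of them from *HOX1* to *HOX5*, and by *HOXB8* and *HOXB9*. The change of *HOXB9* (log2 fold change 2.36, SE 1.33, edgeR adjusted p = 0.30) did not pass.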

(2018) (Figure 1E). Overall, these results show that our NMP-like cells, generated in an environment of depleted RA signaling, share a distinct NMP-characteristic gene signature with other hPSC-derived NMPs.

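Pluripotency genes were still expressed at 36 h, to a degree that differed between the differentiations. *POU5F1* (OCT4) had 57154 ± 1344 normalized counts at t0 and 35332 ± 13586 at 36 h (SD, n = 3), with 47680, 37539 and 20778 in r1, r2 and r3. *NANOG* had 3957, 1942 and 86.6 normalized counts at 36 h in r1, r2 and r3, against 4431 ± 273 at t0. *TBXT* (chromosome 6 of GRCh38, 166157656 to 166168700) had 3290, 27924 and 27664. From the genes shared with the other studies, the paper concludes that cells made under depleted RA signaling have a signature of NMPs in common with NMPs that others derived from hPSCs.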

### Prolonged culture of NMPs results in loss of mesodermal potency and the emergence of epithelial SOX2^+^/CDX2^+^ colonies

NMPs have previously been maintained in culture for up to 7 d (Lippmann et al., 2015), but it is necessary to culture them for longer than this to generate enough cells for development of therapeutic or high-throughput assays. We sought to extend the culture of spinal cord progenitors by creating the posterior (SOX2^+^/CDX2^+^) equivalent of anterior (SOX2^+^/OTX2^+^) NSCs. To this end, we dissociated and re-plated NMP-like cells at low density at 36 h, suppressed RA signaling (by removal of vitamin A from the medium and treatment with AGN), and continued WNT/FGF treatment to minimize mesodermal commitment while halting early neural commitment (Figure 2A). During the first three passages, we noted that NMPs tended to form compacted colonies that began to detach to form floating spheres (data not shown). During these passages, 10μM Y-27632 was required to maintain cell adherence, whereas at other time points 5 μM was sufficient to maintain attachment.

**Figure 2:**
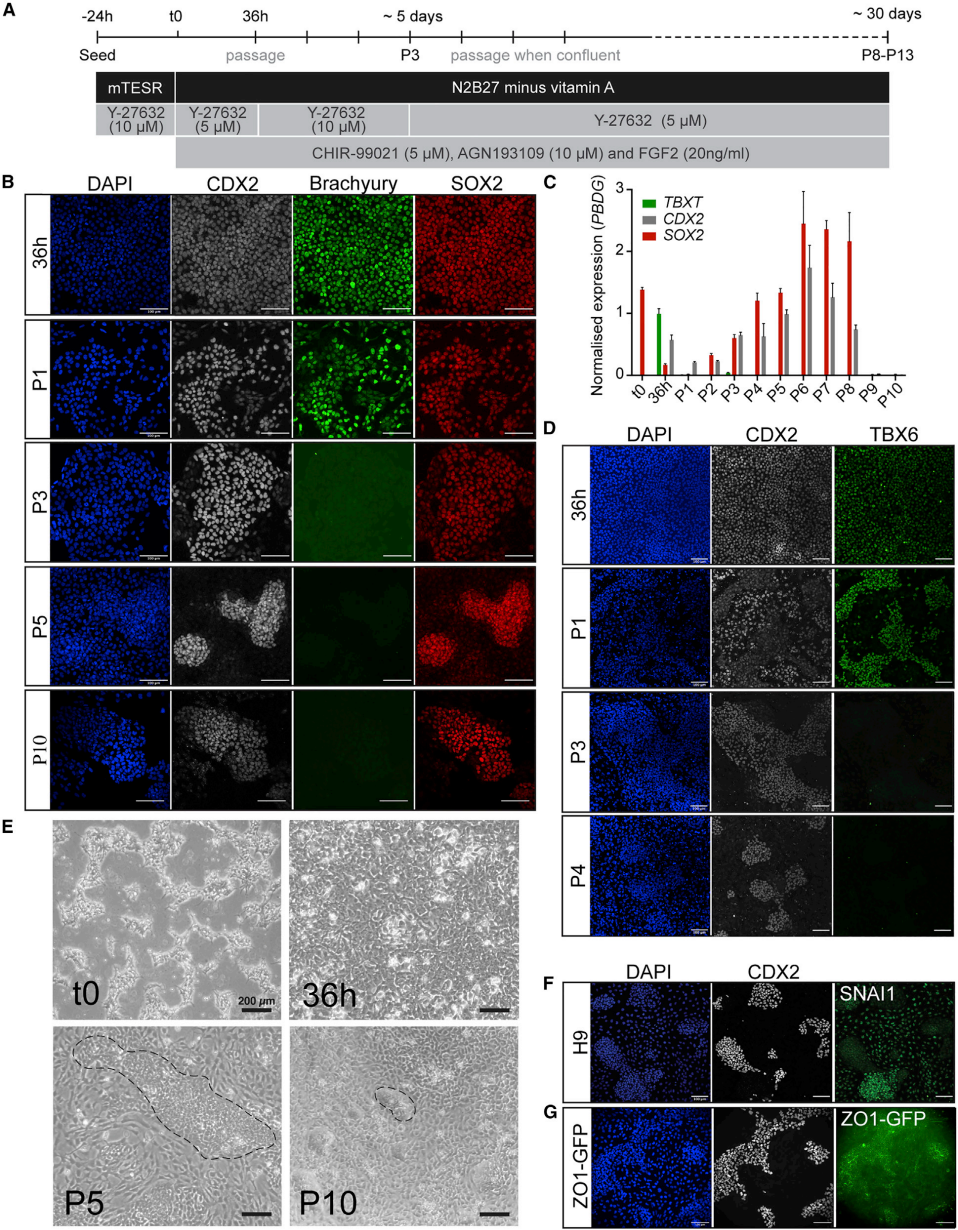
Long-term culture of NMPs in the presence of WNT/FGF and inhibited RA signaling generates epithelial SOX2^+^/CDX2^+^ cell colonies (A) Tissue culture scheme for generating NMPs and maintaining neural progenitors *in vitro*. (B) Representative immunostaining of CDX2 (gray), Brachyury (magenta), SOX2 (red), and DAPI (blue) at 36 h, passage (P) 1, P3, P5, and P10. Scale bars, 100 μm. (C) qRT-PCR analysis of NMP markers at each passage up to P10. Expression levels are normalized to the reference gene *PBDG*. Error bars show SD (n = 3 technical replicates, independent differentiations provided in Figures S3A and S3B). (D) Representative immunostaining of TBX6 (green), CDX2 (gray), and DAPI (blue) at 36 h to P4. Scale bars, 100 μm. (E) Representative bright-field images of cells at the indicated stages. Dashed lines in P5 and P10 outline examples of compact epithelial colonies, which are surrounded by flat mesenchymal cells. Scale bars, 200 μm. (F) Representative immunostaining of CDX2 (gray), SNAI1 (green), and DAPI (blue) at P5. Scale bars, 100 μm. (G) Representative immunostaining of CDX2 (gray), GFP (ZO1-mEGFP iPSC, green), and DAPI (blue) at P5. Scale bars, 100 μm.

Using immunofluorescence and qRT-PCR, we showed that these culture conditions maintain a SOX2^+^/CDX2^+^ cell population up to 10 passages, corresponding to ∼30 days (Figures 2B, 2C, S3A, and S3B). Similar observations were made when using H1 hESC and AICS ZO1-mEGFP iPSCs (Figures S3C and S3D). After one passage (P1) the cultures were heterogeneous, with some cells expressing the NMP-characteristic Brachyury^+^/SOX2^+^/CDX2^+^ signature. By P3, Brachyury and its immediate downstream target TBX6 were undetectable, but most cells continued to express CDX2 and SOX2, suggesting a loss of mesodermal and a maintenance of neural potency (Figures 2B–2D).

By P5, the cell population had segregated into two types, as judged by bright-field and immunofluorescence imaging (Figures 2B and 2E): one formed compact SOX2^+^/CDX2^+^ cell colonies, while the other was negative for SOX2/CDX2 and had acquired mesenchymal characteristics, such as cell spreading and SNAI1 expression (Figure 2F). The SOX2^+^/CDX2^+^ cells appeared to be epithelial, based on the accumulation of mEGFP-tagged ZO1 at tight junctions in transgenic AICS iPSCs (Figure 2G). Together, our results showed that persistent WNT/FGF signaling with suppressed RA signaling converts hPSCs via a transient NMP-like state into semi-stable epithelial SOX2^+^/CDX2^+^ cell colonies that could be maintained for 7–10 passages.

### NMPs progressively differentiate to posterior neuronal fates

To investigate gene expression changes during the transition of NMP-like cells into epithelial and mesenchymal populations, we profiled the transcriptomes of our cultures by bulk RNA-seq across 12 time points from 24 h after seeding hESCs (time point 0 h [t0]) to P10. 

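The time course comprised 35 libraries of whole cultures of H9 cells, with 3 independent differentiations (r1 to r3) at each time point and 2 (r1 and r2) at P9, where the paper gives n = 3. An r3 library of P9 was not analysed here. The summed expected counts of a library ran from 13029491 to 60904644, with a median of 47005921. The smallest libraries were P6.r3 (13029491), P4.r3 (15407423) and P1.r1 (21802304), so that genes with few counts were measured less precisely in them. The authors' RSEM counts were rounded and scaled as for the 36 h comparison. For the tests, one edgeR quasi-likelihood model over all 35 libraries, with the differentiation as a block, gave each time point against t0 and against the time point before it, over 21750 genes. The base mean was taken over these 35 libraries, so a gene could pass at time points where it had few counts. Libraries with the same number deviated together in the later passages. The mean correlation of their deviations from the group means was 0.53 between P4 and P5 and 0.58 between P7 and P8, against -0.26 and -0.29 for libraries with different numbers, and it was 0.11 against -0.06 between t0 and P8. As a check that files and names match, each of the 47 libraries of the study was nearest to the column of its own name in Table S4, over 973 genes. Table S4 holds the same libraries, so this cannot reveal samples exchanged before the counts were named. P9.r1 and P10.r1 stood out of the order of the passages, and their labels were used as given.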

Analysis of principal components 1 and 2 (PC1 and PC2) showed that most independent replicates (n = 3 independent differentiations) clustered together (Figure S4A). 

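Principal components were computed on log2 CPM after TMM scaling, with a prior count of 2 and with genes centered and not scaled. PC1 held 39.03% of the variance and PC2 15.46%. The choice that moved these shares most was limiting the components to the 500 most variable genes, which gave 57.79% and 18.10%. On PC1 the replicates of t0 had a mean of -192.6 with an SD of 2.4 (n = 3), and those of 36 h had a mean of -143.8 with an SD of 20.5. The spread on PC1 was widest at P1, at 31.8 around a mean of -72.2, and fell to 9.1 around 51.4 at P5. Libraries of P9 had a mean of 80.4 on PC1 (SD 5.0, n = 2) and -97.2 on PC2 (SD 6.8). Those of P10 had a mean of 76.8 on PC1 (SD 10.3, n = 3), and on PC2 their SD of 52.0 was the widest of any time point.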

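Differentiation r1 lay apart from the other two at several time points. On PC1, P1.r1 was at -109.0 and P1.r2 and P1.r3 at -53.8 and -53.9, P2.r1 was at -50.0 and the others at 0.7 and -1.3, and P3.r1 was at -15.7 and the others at 35.3 and 30.4. On PC2, P10.r1 was at -25.4 and P10.r2 and P10.r3 at -109.1 and -120.8. Over 13297 genes with a mean of at least 100 normalized counts, the root-mean-square log2 distance between r2 and r3 was 0.530 at P1 and 0.735 at P10. The distances of r1 to r2 and r3 were 1.13 and 1.29 at P1 and 1.27 and 1.24 at P10, and at t0 all 3 distances were between 0.285 and 0.338.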

Some outliers were identified that likely reflect biological variation in our experiments. The top loading genes in PC1 (42.57% variation) included genes associated with pluripotency (*OCT4*, *NANOG*, and *EPHA1*), NC differentiation (*BMP4*, *TWIST1*, *MITF*, and *TFAP2A/B*) and posterior pattern specification (*HOX(5–13)*) (Table S2). Similarly, the top loading genes in PC2 (16.33% variation) consisted of genes associated with pattern specification, such as *HOX(1–13)*, *TBX6*, *WNT8A*, *MEIS1/2*, *FGF8*, and *CDX2* (Table S2). 

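Genes were ranked by the size of their PC1 loading among 21649 genes. *POU5F1* (OCT4) ranked 1, *EPHA1* 23 and *NANOG* 43, all with negative loadings, so that they were highest in the earliest libraries. *TWIST1* ranked 20, *TFAP2B* 40, *TFAP2A* 63, *BMP4* 170 and *MITF* 245, with positive loadings. Of the 39 *HOX* genes, 27 were among the 1% and 37 among the 5% of genes with the largest loadings, and 38 had a positive loading. *HOXA10* ranked 4 and *HOXD10* 8, while *HOXB1*, the gene with a negative loading, ranked 3621. Of the 200 genes that Table S2 lists for PC1, 154 were among the 200 with the largest loadings here.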

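On PC2, *FGF8* ranked 19, *CDX2* 28, *MEIS1* 36, *WNT8A* 51, *TBX6* 65 and *MEIS2* 94 of 21649 genes by the size of the loading. All 6 loadings were positive, the side on which every library of P1 to P5 lay. The *HOX* genes took both signs. *HOXB1* ranked 3 and *HOXC5* 5 with positive loadings, and *HOXA13* ranked 15, *HOXD13* 27 and *HOXB13* 29 with negative loadings. In all, 34 of the 39 *HOX* genes were among the 5% of genes with the largest loadings, and 28 of the 39 had a positive sign. Table S2 and the ranking here had 163 of their 200 top genes for PC2 in common.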

Gene Ontology (GO) analysis of the top upregulated differentially expressed genes in each passage was primarily associated with early embryogenesis and anterior-posterior (A-P) specification (Figure S4B).

To account for biological variation between replicates and to understand specific transitions that occur over time, we categorized replicates into five groups (group 1, t0 replicates; group 2, 36 h replicates and P1.r1; group 3, P1.r2 and P1.r3, P2.r1–3, P3.r1–3, and P4.r1; group 4, P4.r2 and P4.r3, P5–P8 replicates, and P10.r1; group 5, P9 and P10 replicates) based on principal-component analysis (PCA), and a gene list defining each group was generated by comparing each group with all other groups (Figure 3A; Table S3). 

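Groups 1 to 5 hold 3, 4, 9, 15 and 4 libraries, with P10.r1 taken as a member of group 4 as in Figure 3A. The groups were read from the same PCA that they describe, so no test was run between them. The values for them are mean normalized counts over libraries. Log2 differences are between the means of log2 normalized counts in a group and in all other libraries. They are not log2 ratios of the mean counts, and libraries with few counts weigh more in them. P4.r1 was at 20.4 on PC1 and 57.8 on PC2, within the range of the P3 libraries on PC1, and P4.r2 and P4.r3 were at 57.7 and 51.6 on PC1 and 24.9 and 38.2 on PC2. P10.r1 was at 64.9 on PC1, between P8.r1 at 48.8 and P8.r2 at 67.5.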

The top five GO biological process (GO:BP) terms associated with the top 50 upregulated genes for each group are listed in Figure 3B. 

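*POU5F1* (OCT4) had a mean of 33790 normalized counts in the 4 libraries of group 2 and of 199, 17.4 and 1.10 in groups 3, 4 and 5. *NANOG* had 1783 in group 2 and at most 5.30 in a later group. *EPHA1* had 7169 in group 1, 2068 in group 2 and 31.0 or less later. Relative to all other libraries, the log2 differences of group 1 were 10.73 for *POU5F1*, 9.33 for *NANOG* and 8.79 for *EPHA1*. *SOX2*, at 11932 in group 1, was as high again in group 4, at 11679.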

Group 1 genes were associated with pluripotency. 

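In the 4 libraries of group 2, *TBXT* had a mean of 15438 normalized counts, a log2 difference of 5.57 from the mean of the other libraries. The log2 difference was 7.13 for *FST*, at 34378 normalized counts, 6.16 for *CDX1*, at 4146, and 3.41 for *TBX6*, at 3139. *MSGN1* had 1778 and a log2 difference of 3.10, and *CDX2* had 7397 and a log2 difference of 1.04. *TBXT*, *FST*, *CDX1* and *MSGN1* had their highest group mean in group 2. *TBX6* was higher in group 3, at 3888, and *CDX2* rose on to 7957 in group 3 and 10290 in group 4.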

Group 2 included genes associated with germ layer specification, such as NMP-related genes such as *TBXT*, *FST*, *CDX1/2*, *TBX6*, and *MSGN1* (Figures 3B and 3C). 

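By the mean of log2 normalized counts, all 27 *HOX* genes from *HOX1* to *HOX9* were higher in group 3 than in the other libraries. For 24 of them the log2 difference was at least 1, and the median was 2.32. The low counts of groups 1 and 2 add to these differences. *HOXA6*, for example, had mean counts of 0.345, 2.65, 412 and 1167 in groups 1 to 4. Its log2 difference in group 3 was 0.44. All 19 from *HOX8* to *HOX13* were higher in group 4, with a median of 5.49, and 25 of the 27 from *HOX1* to *HOX9* were higher there, with a median of 3.40. In group 5, the 6 genes of *HOX12* and *HOX13* were higher by a median of 6.08, while 6 of the 27 from *HOX1* to *HOX9* were higher and their median was -1.44. *HOXB9* had group means of 25460, 20092 and 3958 normalized counts in groups 3, 4 and 5.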

The top genes in groups 3–5 primarily represented a change in axial identity because of being enriched for *HOX(1–9)*, *HOX(8–13)*, and *HOX(12–13)* genes, respectively (Figure 3B; Table S3). 

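*POU3F2* had a mean of 22.0 and 293 normalized counts in groups 1 and 2, 2116 in group 3 and 1304 in group 4. *HHIP* had 9.64, 32.2, 2907 and 6719 in groups 1 to 4, and *NEUROG2* had 0, 7.08, 169 and 479. *FGFR2* took another course, with 4914 normalized counts at t0, 1371 in group 2, 948 in group 3 and 4759 in group 4. *TBXT* decreased to 1970 and 270 in groups 3 and 4, and *WNT8A* from 4640 to 1118 and 21.7. *MSGN1* had 738 in group 3, and *TBX6* and *MSGN1* had 33.0 and 10.9 in group 4. In edgeR's time-course model, P4 against t0 had a log2 fold change of 6.76 for *POU3F2* (SE 1.10, Benjamini-Hochberg adjusted p = 2.8e-05) and 8.94 for *HHIP* (SE 1.42, edgeR adjusted p = 2.2e-05).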

Both groups 3 and 4 showed an increase in neural progenitor markers, such as *POU3F2*, *HHIP*, *FGFR2*, and *NEUROG2*, and a reduction of some mesodermal-associated NMP marker genes (Figure 3C) (Lin et al., 2018; Olivera-Martinez et al., 2014; Verrier et al., 2018). Lastly, the top genes for group 5 contained terminal *HOX(12–13)* genes and NC-related genes, including *TFAP2B*, *DLX5*, *TWIST1*, and *MITF* (Curran et al., 2010; Frith et al., 2018; Narboux-Neme et al., 2019; Wind et al., 2021), which together suggested the cells transition to a sacral/NC identity by P10 (Figure 3C).

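Among the 4 libraries of group 5, *TFAP2B* had a mean of 3661 normalized counts, a log2 difference of 5.42 from the other libraries. The log2 difference was 7.11 for *DLX5*, at 3870, and 4.93 for *TWIST1*, at 17465. *MITF* had 1645 and a log2 difference of 2.42, and its mean was higher in group 4, at 1969. Of the terminal *HOX* genes, *HOXA13* and *HOXD13* had 15571 and 14947 in group 5, against 1639 and 2042 in group 4. Between P8 and P9, *TWIST1* rose by 3.87 on the log2 scale (SE 0.88, edgeR adjusted p = 0.0098 after Benjamini-Hochberg adjustment), which passed the thresholds. The rise of *DLX5* by 3.30 (SE 0.90, edgeR adjusted p = 0.023) and of *TFAP2B* by 1.24 (SE 1.05, edgeR adjusted p = 0.49) did not.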

**Figure 3:**
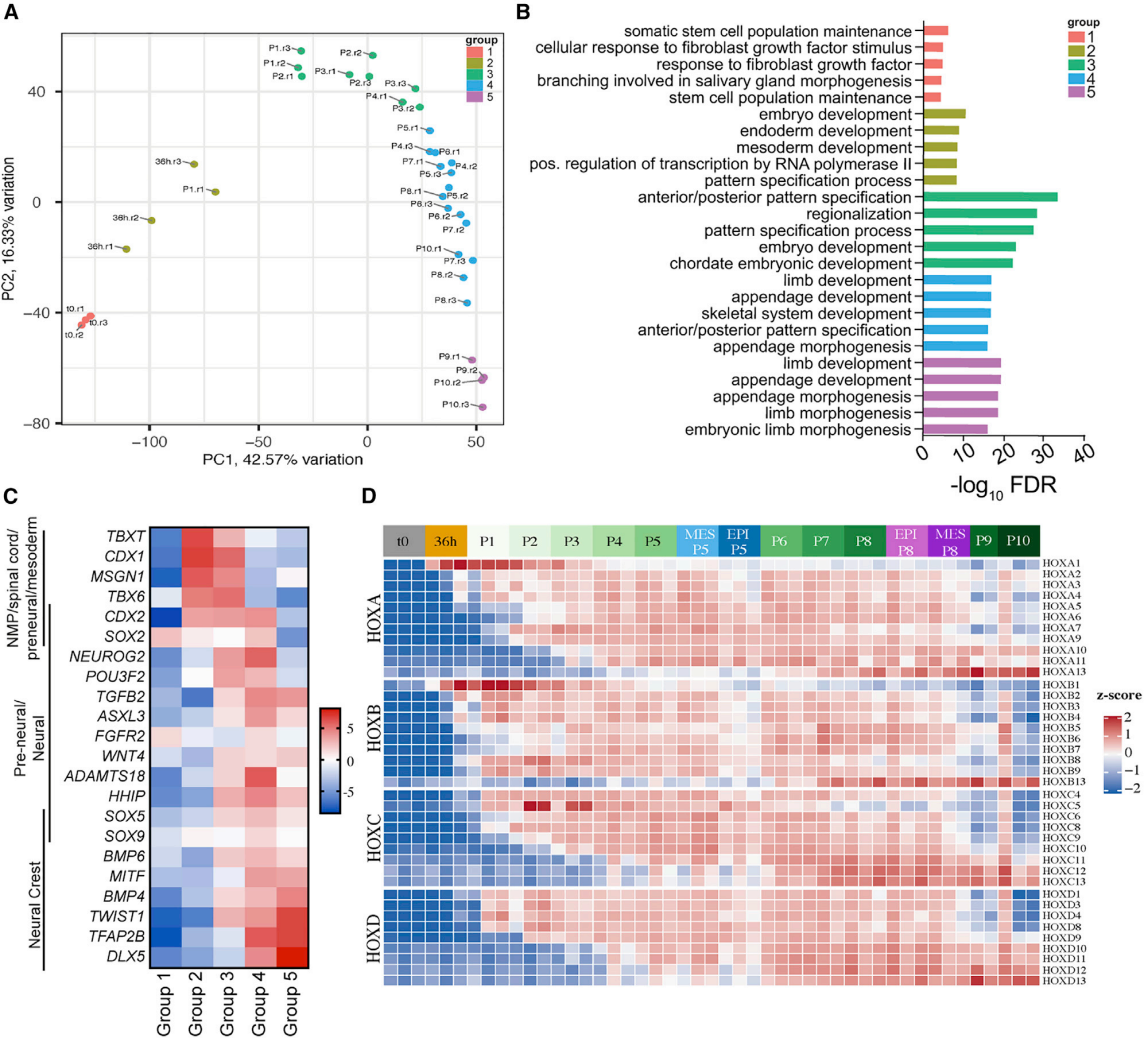
RNA-seq analysis indicates NMPs transition to neural progenitors and neural crest (NC) derivatives (A) PCA depicting variance between time points (t0 to P10) and replicates analyzed by RNA-seq. Five groups have been identified and are pseudo-colored to show grouping of replicates. (B) Top biological process GO analysis for the significantly upregulated genes in each cluster shown in (A). The corresponding Benjamini and Hochberg adjusted p values (FDR) are shown. (C) Heatmap showing FC enrichment for select NMP-, neural-, and NC-associated genes in each group shown in (A). (D) Heatmap of expressed *HOX(A–D)* genes (*Z* score) across each time point, including enriched epithelial (EPI) and mesenchymal (MES) samples at P5 and P8.

Next, k-means hierarchical clustering was applied to all gene-specific profiles that were significantly different over at least two consecutive time points. 

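With edgeR's quasi-likelihood test over the 35 libraries and the differentiation as a block, 964 genes passed the thresholds in at least 1 step between consecutive time points, and 68 passed in 2 or more. The number of genes changed in at least 1 consecutive step of the time course was 598 without the block and 1791 with DESeq2 and the block. Where each fit held only the compared time points it was 146. The steps were unequal. From t0 to 36 h 532 genes passed, from 36 h to P1 245, from P1 to P2 9 and from P2 to P3 2. The last 2, chosen after their values were seen, were *HOXA10*, which rose by 3.68 on the log2 scale, and *TGFBI*, which rose by 3.20. None passed in any of the 5 steps from P3 to P8, where between 202 and 1358 genes had an unadjusted p under 0.05. By chance a share of 0.05 of the 21750 genes would have one. The 549, 297, 202 and 653 genes of the steps to P5, P6, P7 and P8 are fewer than that. The shared fit was thus conservative for these steps, and the lack of passing genes does not show that expression was stable. From P8 to P9 246 genes passed, 169 higher and 77 lower, and from P9 to P10 none did, with 2295 genes at an unadjusted p under 0.05. The number of genes that differed from t0 rose from 532 at 36 h to 2806 at P4, 3060 at P8 and 3925 at P9.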

Each of the gene clusters showed a distinct transcriptional behavior over time (Figure S4C; Table S4). 

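K-means clustering was not repeated here, and the clusters were taken from Table S4, of which the part with C1 to C6 was read. For each gene, log2 normalized counts were averaged within time points and turned into Z scores over the 12 time points, and these were averaged over the genes of a cluster. C1 (182 genes) went from 0.65 at t0 to -0.98 at P2, and was above 0 again by P8. C3 (117 genes) was highest at P1 and P2, at 1.28 in both, and at -0.78 at P10. C5 (129 genes) stayed between -0.80 and 0.45 up to P8 and reached 1.5 at P9. Between 10.5% (C6) and 39.2% (C2) of a cluster's genes passed the thresholds in at least 1 step in edgeR's test.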

GO:BP analysis was performed for the genes in each cluster, and the most significant four GO terms are listed in Figure S4D (Table S4). 

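The mean Z score of the 217 genes of C2 was -1.96 at t0, -0.19 at P1 and 0.72 at P2, lay between 0.34 and 0.65 from P3 to P8, and was 0.08 at P9. That of the 19 genes of C6 in the part of Table S4 that was read was -0.45 at P1, between 0.31 and 0.65 from P2 to P8, and -1.69 at P9. *CDX2* had 7544 ± 6307 normalized counts at P1 and 12846 ± 3636 at P6 (SD, n = 3), and 298 at P9 (n = 2). *SOX2* decreased after t0 to 1836 ± 2856 at P1, where r1 had 5134 and r2 and r3 had 180 and 195, and it was back at 10272 ± 3990 by P4. From P8 to P9 *SOX2* fell by 5.06 on the log2 scale (SE 1.67, adjusted p = 0.054 from edgeR's test with Benjamini-Hochberg adjustment) and *CDX2* fell by 4.57 (SE 1.28, edgeR adjusted p = 0.026), and neither passed the thresholds in edgeR, while both passed with DESeq2 and the block. Against t0, *CDX2* was higher by 10.19 at P4 (SE 1.44, edgeR adjusted p = 4.9e-06).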

Clusters 2 (C2) and 6 (C6) showed elevated gene expression from P1 to P8, when cells robustly expressed *SOX2* and *CDX2*. 

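In Table S4, *CDX2* is listed in C2 together with *HOX* genes of *HOX1* to *HOX9*, and with none of *HOX10* to *HOX13*, while *HOXB1* is listed in C3. Across time points, *HOXB9* was highest at P2, with a mean of 27479 normalized counts, *HOXA7* at P3, with 8525, *HOXB3* at P4, with 9030, and *HOXC6* at P5, with 13803. *HOXC6* and *HOXA7* fell later, and in the libraries of group 5 *HOXC6* had a mean of 384 and *HOXA7* of 353.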

Consistent with the role of CDX2 in regulating colinear *HOX* gene expression (Amin et al., 2016; Neijts et al., 2017), *CDX2* and *HOX(1–9)* genes were grouped together in C2, which showed “regionalization” as the most enriched biological process. Conversely, *SOX2* was clustered with other neural fate determinants, including *SOX21*, *SP8*, and *GBX2* in C6, and thus this cluster was linked strongly with various biological functions of neurogenesis (Li et al., 2014; Luu et al., 2011; Sandberg et al., 2005). 

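*SOX2*, *SOX21*, *SP8* and *GBX2* are not in the part of Table S4 that was read, and their expression is given here by time point. *SOX21* had 16.4 ± 28.5 normalized counts at P1 and 387 ± 232 at P6 (SD, n = 3), and at P8 it had 706 in r1 and 5.19 and 6.27 in r2 and r3. *SP8* was highest at 36 h, at 3376 ± 783, and decreased to 449 ± 637 at P8. *GBX2* had 64.8 ± 5.87 at t0, 2436 ± 405 at 36 h and between 878 and 2847 from P1 to P8. At P9, *SOX2* had 328 ± 55.8, *SOX21* 7.11 ± 10.1, *SP8* 43.2 ± 38.1 and *GBX2* 259 ± 117 normalized counts (n = 2). Against t0, *SOX2* at P9 had a log2 fold change of -5.60 (SE 1.72, adjusted p = 0.0085 from edgeR's test with Benjamini-Hochberg adjustment).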

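The 309 genes of C4 include *HOXA13*, *HOXB13*, *HOXC13*, *HOXD12* and *HOXD13*, and their mean Z score was 0.22 at P7, 0.42 at P8, 1.64 at P9 and 1.29 at P10. The genes of C9 were not analysed here as a cluster, since they are not in the part of Table S4 that was read. Of the terminal *HOX* genes, *HOXC12* was highest at P8, with a mean of 11496 normalized counts, and so was *HOXC13*, with 4597. *HOXA13*, *HOXD12* and *HOXD13* were highest at P9, with 15102, 2186 and 14580, and *HOXB13* had 2675 at P8, 2973 at P9 and 2876 at P10. Among less posterior genes, *HOXD11* and *HOXC11* were highest at P7, with 3091 and 1939.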

As expected, the most posterior *HOX* genes were found in C4 and C9, which showed a peak of expression around P7–P8 and P9–P10, respectively. This was in line with previous findings indicating *HOX13* genes retro-inhibit anterior *HOX* and *CDX2* transcription (Denans et al., 2015). Thus, we observed full colinear *HOX(1–13)* gene expression across 10 passages (Figures 3D, S4E, and S4G). 

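Onset was taken as the first time point at which a *HOX* gene had a mean of at least 100 normalized counts, and all 39 *HOX* genes had one. It came at 36 h for 13 genes, at P1 for 11, at P2 for 5, at P3 for 2 and at P4 for 8. The 8 genes that began at P4 were *HOXC11*, *HOXC12*, *HOXC13*, *HOXD11*, *HOXD12*, *HOXD13*, *HOXA13* and *HOXB13*. Across the 39 genes, which are not independent replicates, Spearman's rho of paralogue number and onset was 0.862 (permutation test with 100000 resamples, two-sided p = 1e-05, the smallest it can give). With onset at a mean of 10 normalized counts, the choice that moved it most, rho was 0.568. A *HOX* index was computed as the mean paralogue number of the *HOX* genes weighted by their normalized counts. It rose from 1.59 ± 0.44 (SD, n = 3) at 36 h to 4.5 ± 0.9 at P1, 6.85 ± 0.27 at P4, 8.44 ± 0.64 at P8 and 10.68 ± 0.57 (n = 2) at P9, and was 10.29 ± 1.79 at P10. The index of t0, 6.81, rests on a mean of 149 normalized counts over all *HOX* genes together, against 17731 at 36 h.

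**Figure D1:**
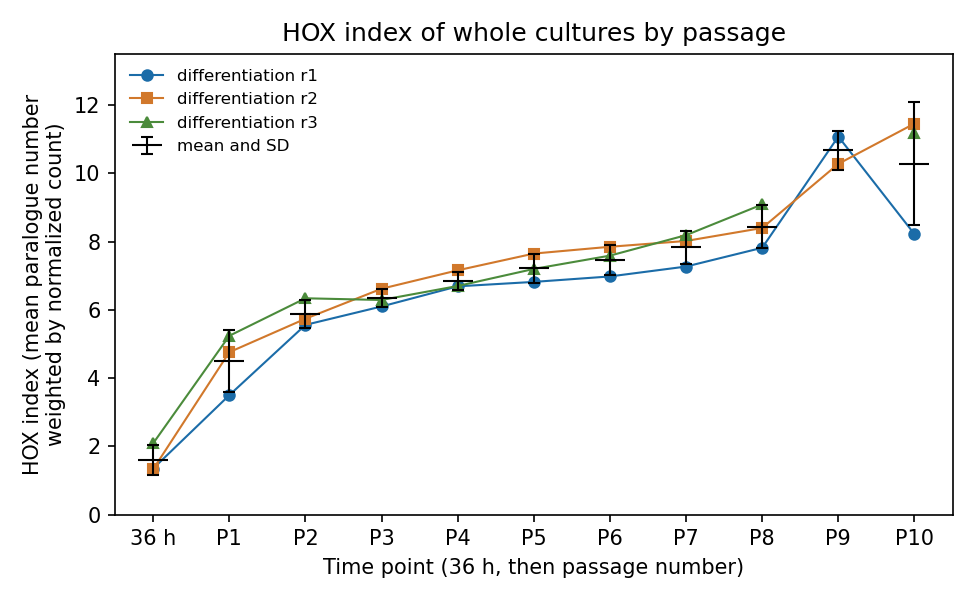
*HOX* index (mean paralogue number of the *HOX* genes, weighted by normalized counts) by time point from 36 h to P10, with a line for each of the 3 differentiations and the mean with SD. The index rises from 1.59 at 36 h to 8.44 at P8, and at P10 r1 is at 8.22 while r2 and r3 are at 11.46 and 11.18.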

A similar colinear *HOX* gene expression pattern was noted when using H1 hESC and AICS ZO1-mEGFP iPSCs (Figures S4H and S4I).

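Relative to their own course over the 12 time points, the genes of 3 clusters peaked at P9. From P8 to P9 the mean Z score rose from 0.25 to 1.62 in C1 and from -0.18 in C5, and it was 1.21 and 0.81 at P10. In C4 it rose by a similar step, and 87 of the 309 genes of that cluster passed the thresholds in at least 1 consecutive step in edgeR's test, against 33 of 182 in C1 and 21 of 129 in C5. The *HOX13* genes began before this rise, and *HOXA13* already had 4184 ± 3228 normalized counts at P8 (SD, n = 3).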

In parallel with the onset of terminal *HOX* expression, C1, C4, C5, and C9 included genes with elevated expression at P9–P10 (Figure S4C). These clusters were enriched for more terminal cell fates such as cell death (C1), the circulatory system (C4), axonal (C5), and skeletal/renal (C9), suggesting that cells begin to differentiate at P9 and providing a genetic explanation for the decrease in cell viability and the increase in cell spreading at late passages (Figures S4C and S4D). These results suggest that cells exit the cell cycle (C1) and upregulate genes such as *SOX9* and *NOG* (C9) and *DLX5/6*, *SOX11*, *TFAP2A*, and *BMP4* (C4), which may be indicative of differentiation into cell types such as NC. This is also consistent with the top loading genes and NC genes associated with PC1 (Table S2) and the enrichment of NC genes in group 5 passages (Figure 3C). 

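Of the genes in C4, *SOX11* rose from 8970 ± 3241 normalized counts at P8 (SD, n = 3) to 22765 ± 4243 at P9 (n = 2), a log2 fold change of 1.47 (SE 0.29, adjusted p = 0.005 from edgeR's test with Benjamini-Hochberg adjustment). *TFAP2A* rose from 542 ± 670 to 6017 ± 2184, a log2 fold change of 4.75 (SE 1.08, edgeR adjusted p = 0.0098). Both passed the thresholds. *DLX6* rose by 3.18 (SE 0.97, edgeR adjusted p = 0.041) and *BMP4* by 1.52 (SE 0.57, edgeR adjusted p = 0.088), which did not pass. *BMP4* had 5958 and 26308 normalized counts in the 2 libraries of P9. *SOX9* and *NOG* were lower at P9 than at P8, *SOX9* with 9248 ± 6606 at P8 and 2957 ± 1361 at P9, and *NOG* with 1644 ± 119 and 754 ± 46.4. Neither decrease passed, with log2 fold changes of -1.30 for *SOX9* (SE 1.06, edgeR adjusted p = 0.47) and -1.25 for *NOG* (SE 0.83, edgeR adjusted p = 0.36). Both genes were higher at P8 than at t0, *SOX9* by 3.42 (SE 0.99, edgeR adjusted p = 0.0061) and *NOG* by 6.19 (SE 0.92, edgeR adjusted p = 7.5e-06). At P10, r1 had 183 normalized counts of *TFAP2A* and 7579 of *SOX11*, and r2 and r3 had 6398 and 6903 of *TFAP2A* and 16940 and 23946 of *SOX11*.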

Together, deep transcriptional profiling suggests that our NMP-like cells adopt a pre-neural fate by P4. 

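At P4, *NEUROG2* had 901 ± 257 normalized counts (SD, n = 3), and it had been at 0 in every t0 library. For *SOX2* no difference from t0 was detected at P4, with a log2 fold change of -0.33 (SE 1.17, adjusted p = 0.85 from edgeR's test with Benjamini-Hochberg adjustment). Neither was one for *TBX6*, with a log2 fold change of -0.26 (SE 1.15, edgeR adjusted p = 0.88), and *TBXT* at P4 was higher than at t0 by 4.02 (SE 1.54, edgeR adjusted p = 0.035), which did not pass the thresholds in edgeR and passed with DESeq2. *NOG* was higher at P4 by 5.96 (SE 0.91, edgeR adjusted p = 1.3e-05).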

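The *HOX* index rose in each differentiation from P4 to P8, where it began at 6.69, 7.16 and 6.70 in r1, r2 and r3 and ended at 8.40 in r2 and 9.09 in r3. Its means at P5, P6 and P7 were 7.22, 7.47 and 7.83, with SDs of 0.42, 0.44 and 0.49 (n = 3). *HOXD13* rose over these passages to 3435 ± 1094 normalized counts at P8. *HOXC13* was uneven between differentiations at P4, with 21.9, 840 and 19.2 normalized counts in r1, r2 and r3. *NEUROG2* decreased over the same passages to 176 ± 195 at P8, and *SOX2* stayed between 9920 and 13908 on average.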

During P4–P8 these cells remain pre-neural but progressively transit from thoracic to lumbosacral identity. At P9, cells further differentiate to a more terminal and sacral cell type, which is also enriched for NC markers.

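Of the NC genes, *SNAI2* had 4089 ± 1695 normalized counts at P8 (SD, n = 3) and 17933 ± 7255 at P9 (n = 2), a log2 fold change of 2.65 (SE 0.81, adjusted p = 0.039 from edgeR's test with Benjamini-Hochberg adjustment), and *SNAI1* had 201 ± 90.5 and 2752 ± 571, a log2 fold change of 4.19 (SE 1.01, edgeR adjusted p = 0.013). Neither passed the 1% FDR in this step in edgeR, and *SNAI1* passed with DESeq2 and the block. Against t0 both passed at P9, *SNAI2* at 8.89 (SE 1.03, edgeR adjusted p = 2.6e-07) and *SNAI1* at 3.33 (SE 0.98, edgeR adjusted p = 0.0063). For *SOX10* no difference from t0 was detected at P9, at -0.87 (SE 1.01, edgeR adjusted p = 0.49). P9 rests on the 2 libraries of r1 and r2, and the *HOX* index of r1 was 7.82 at P8 and 11.08 at P9. From the profiling of the whole time course, the paper proposes that NMP-like cells become pre-neural by P4, and it states that their identity then moves from thoracic to lumbosacral and, with NC markers, to sacral.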

### NMP-derived cells stabilize as epithelial PNPs and NC

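At P5 and at P8, libraries were made from an epithelial and a mesenchymal fraction of H9 cultures, each in 3 independent differentiations. The deposited expected counts, treated as in the 36 h comparison, summed to between 49545981 and 61252964 in the P5 epithelial libraries (median 54327233) and to between 46558218 and 48535989 in the P5 mesenchymal ones (median 47189307). At P8 they ran from 44680263 to 59149955 (median 53382649) and from 24317552 to 64082859 (median 42857218). Fractions of one passage were compared in edgeR's quasi-likelihood model with the differentiation as a block. Log2 fold changes are for mesenchymal against epithelial, so positive values are higher in mesenchymal cells. At P5 the deviations of the fractions from their group means had a mean correlation of 0.65 when both came from one differentiation and of -0.32 when they did not. The block lowered the biological coefficient of variation from 24.5% to 13.3%.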

To determine the extent to which NMP-derived cells undergo differentiation, we enriched epithelial and mesenchymal cells by enzymatic (TryPLE) selective detachment of the different cell types at P5, profiled by bulk RNA-seq, and compared with the original NMP-like transcriptional profile (Figure S5A). 

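In a PCA of the 3 libraries at 36 h and the 6 libraries of the P5 fractions, done as for the time course, PC1 held 69.51% of the variance. The 36 h libraries had PC1 scores of -149.4, -145.0 and -124.0. The epithelial libraries of r1, r2 and r3 had 46.8, 67.1 and 71.5 and the mesenchymal ones 67.2, 80.9 and 84.9, so that the ranges of the fractions overlapped on PC1 while the mesenchymal library was the higher one in all 3 differentiations. PC2 held 9.96% of the variance, and on it the epithelial libraries, at 72.5, 34.4 and 11.3, were all above the mesenchymal ones, at -4.0, -30.6 and -67.5. With each gene scaled to unit variance, the choice that moved the share most, PC1 held 47.0%.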

The temporal progression from 36 h to P5 accounted for most of the gene variation (PC1, ∼70%) that was detected. 

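Between the P5 fractions 215 of 18276 genes passed all thresholds in edgeR's quasi-likelihood test with the block, 134 higher in mesenchymal and 81 higher in epithelial cells. An unadjusted p under 0.05 was found for 6694 genes, against 914 by chance. The smallest Benjamini-Hochberg adjusted p of edgeR's test was 0.0093, so that the count depends on small shifts around the 1% FDR, and 604 genes had an adjusted p under 0.011. Without the block no gene passed, the smallest edgeR adjusted p was 0.074, and 4307 genes had an unadjusted p under 0.05. DESeq2 with the same block gave 477 genes higher in mesenchymal and 435 higher in epithelial cells. An FDR under 5% raised the count most, to 519 and 452, and with DESeq2's size factors within edgeR no gene passed, the smallest adjusted p was 0.011, and 6709 genes had an unadjusted p under 0.05. Of the genes of Table S5, 906 of 907 changed here in the direction given there, and 207 of the 215 are in it. The largest changes among genes that passed were those of *SOX10*, *ANGPT1* (log2 fold change 2.64, SE 0.28), *THBS1* (2.54, SE 0.27), *ADM* (2.47, SE 0.18) and *MAMDC2* (2.46, SE 0.16) in mesenchymal cells. In epithelial cells they were *TRABD2A*, *ZMAT4* (-1.95, SE 0.10), *C2CD4A* (-1.90, SE 0.21), *CA4* (-1.89, SE 0.15) and *SOX21* (-1.89, SE 0.14). Each of these changed the same way in all 3 differentiations.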

The lineage bifurcation of NMP descendants led to the identification of 907 differentially expressed genes between epithelial and mesenchymal cells (426 genes up in epithelial and 481 genes up in mesenchymal cells; FDR < 1%, ≥2-fold change, DESeq2 base mean > 100 reads; Table S5). Molecular function GO terms for both samples included “growth factor binding” terms, which primarily represented WNT/FGF signaling genes in addition to TGF-β superfamily signaling genes (Table S5). Both positive (*BMP4/5*, *TGFB2/3*) and negative (*NOG* and *BAMBI*) regulators of TGF-β signaling were found to be differentially expressed between P5 epithelial and mesenchymal cells, but this did not clearly indicate whether TGF-β signaling was active or inhibited in either cell type (Figure S5B; Table S5). However, epithelial cells expressed significantly higher levels of several FGF ligands (*FGF-7,-8*, *-9*, *-12*, and *-13*) and WNT receptor genes (*FZD8* and *FZD10*) (Figure S5B), whereas mesenchymal cells expressed significantly higher levels of the non-canonical *WNT11* and the canonical *WNT2B* gene and expressed significantly less canonical WNT antagonist, such as *SFRP2* and *TRABD2A*. 

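*BMP4* had 5801 ± 3509 normalized counts in P5 epithelial and 18506 ± 1994 in P5 mesenchymal cells (SD, n = 3), a log2 fold change of 1.87 (SE 0.42, adjusted p = 0.037 from edgeR's test with Benjamini-Hochberg adjustment). *BMP5* had 382 ± 308 and 1278 ± 659, a log2 fold change of 1.93 (SE 0.21, edgeR adjusted p = 0.0098). *TGFB2* was lower in mesenchymal cells, at -1.32 (SE 0.23, edgeR adjusted p = 0.02), and *TGFB3* higher, at 1.51 (SE 0.31, edgeR adjusted p = 0.029). *NOG* was lower, at -1.05 (SE 0.24, edgeR adjusted p = 0.038), and *BAMBI* higher, at 1.06 (SE 0.09, edgeR adjusted p = 0.0093). *BMP5* and *BAMBI* passed all thresholds, and the other 4 had adjusted p-values between 1% and 5% and passed with DESeq2 and the block. Each of the 6 genes changed in one direction in all 3 differentiations.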

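Of the FGF ligands, *FGF9* passed the thresholds, with 513 ± 152 normalized counts in epithelial and 174 ± 87.4 in mesenchymal cells (SD, n = 3) and a log2 fold change of -1.62 (SE 0.17, adjusted p = 0.0094 from edgeR's test with Benjamini-Hochberg adjustment). *FGF8* (-2.03), *FGF13* (-1.45) and *FGF12* (-1.10) were also lower in mesenchymal cells, with edgeR adjusted p-values of 0.028, 0.01 and 0.076, and that of *FGF13* was just over the 1% FDR. *FGF8* came mostly from r1, with 884, 40.4 and 33.3 normalized counts in the epithelial libraries of r1, r2 and r3. *FGF7* was higher in mesenchymal cells in all 3 differentiations, with log2 ratios of 0.70, 1.79 and 0.77 and a log2 fold change of 1.25 (SE 0.29, edgeR adjusted p = 0.038). *FZD8* and *FZD10* were lower in mesenchymal cells, at -1.20 and -1.08, with edgeR adjusted p-values of 0.012 and 0.017. *WNT2B* was higher there, at 2.31 (SE 0.16, edgeR adjusted p = 0.0093), and *WNT11* at 1.88 (SE 0.42, edgeR adjusted p = 0.035). *SFRP2* was lower, at -1.58 (SE 0.08, edgeR adjusted p = 0.0093), and *TRABD2A* at -2.14 (SE 0.21, edgeR adjusted p = 0.0094). *WNT2B*, *SFRP2* and *TRABD2A* passed all thresholds. DESeq2 with the block also passed *FGF8*, *FGF13*, *FZD8*, *FZD10* and *WNT11*, and did not pass *FGF7* or *FGF12*.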

Together this analysis further suggests that genes that modulate several signaling pathways, including TGF-β, WNT, and FGF, are differentially expressed between mesenchymal and epithelial cell types and therefore may influence cell identity and stability over time.

Next, a panel of previously established NMP, PNP, and neural progenitor marker genes was used to pinpoint neural progression *in vitro* (Olivera-Martinez et al., 2014; Ribes et al., 2008; Verrier et al., 2018). 

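At 36 h, *TBXT* had 19626 ± 14148 normalized counts (SD, n = 3), *WNT3A* 1176 ± 1223 and *FGF8* 364 ± 256. *SOX2* had 12991, 1435 and 267 normalized counts in r1, r2 and r3, so that its mean of 4898 has an SD of 7033. *PAX6* had 281, 2.31 and 3.33, and *SOX1* had 74.9, 0 and 0, so that both were above the 3 counts that the depth can show in r1 and at or near that limit in r2 and r3. *IRX3* had 66.3, 39.2 and 116.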

As expected, 36 h cells were positive for NMP markers (*FGF8*, *WNT3A*, and *TBXT*) and NMP/PNP (*SOX2*, *NKX1-2*, and *WNT8A/C*), while the NP determinants *PAX6, IRX3*, and *SOX1* were not transcribed (Figure 4A). 

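At P5, *WNT3A* had 1.71 ± 1.52 normalized counts in epithelial and 3.14 ± 1.97 in mesenchymal cells (SD, n = 3). *WNT8A* had 31.1 ± 12.0 and 15.3 ± 6.34. *TBXT* had 229 ± 19.6 and 277 ± 308, the latter with 633, 99.2 and 99.7 in r1, r2 and r3, and *FGF8* had 319 ± 489 and 108 ± 180. *SOX2* (chromosome 3 of GRCh38, 181711924 to 181714436) had 12251 ± 2350 in epithelial and 3801 ± 1706 in mesenchymal cells, a log2 fold change of -1.79 (SE 0.20, adjusted p = 0.01 from edgeR's test with Benjamini-Hochberg adjustment), which passed. *NKX1-2* had 2192 ± 886 and 752 ± 596, a log2 fold change of -1.73 (SE 0.24, edgeR adjusted p = 0.013), which did not pass at the 1% FDR and passed with DESeq2. *SOX2* and *NKX1-2* were higher in epithelial cells in each of the 3 differentiations.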

By P5, both epithelial and mesenchymal cells had lost most NMP-exclusive expression, while the NMP/PNP markers *SOX2* and *NKX1-2* were retained and more highly expressed in epithelial cells (Figure 4B). *NEUROG2* and *FGFR2*, two PNT/NT markers, were also active in P5 cells and were significantly higher in P5 epithelial cells (Olivera-Martinez et al., 2014; Ribes et al., 2008). Furthermore, neural progenitor markers were low or absent in epithelial and mesenchymal P5 cells (Figure 4B). 

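*NEUROG2* had 713 ± 880 normalized counts in P5 epithelial and 169 ± 215 in P5 mesenchymal cells (SD, n = 3), with 1728, 164 and 246 in the epithelial libraries of r1, r2 and r3. Its log2 fold change was -2.11 (SE 0.28, adjusted p = 0.012 from edgeR's test with Benjamini-Hochberg adjustment), which did not pass at the 1% FDR and passed with DESeq2. *FGFR2* had 3968 ± 1305 and 1453 ± 727, a log2 fold change of -1.52 (SE 0.12, edgeR adjusted p = 0.0093), which passed. Of the other genes drawn in Figure 4D, *FOXB1* was lower in mesenchymal cells, at -2.13 (SE 0.27, edgeR adjusted p = 0.012), and *CDX2* at -1.68 (SE 0.26, edgeR adjusted p = 0.016). Neither passed at the 1% FDR in edgeR, and both passed with DESeq2.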

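*PAX6* had 10.5 ± 16.7 normalized counts in P5 epithelial cells (SD, n = 3) and a mean of 8.75 in P5 mesenchymal cells, with 29.8 and 24.3 in r1 and less than 2 in any library of r2 and r3. *SOX1* had 47.8 ± 71.5 and 38.2 ± 63.6, of which r1 had 130 and 112. *IRX3* had 145 ± 167 and 70.0 ± 53.1, with 337, 41.2 and 56.1 in the epithelial libraries of r1, r2 and r3. Within differentiations, the log2 fold change from epithelial to mesenchymal cells was -0.22 for *PAX6* (SE 0.54), -0.73 for *SOX1* (SE 0.48) and -0.73 for *IRX3* (SE 0.34). None of them passed, with adjusted p-values for *PAX6*, *SOX1* and *IRX3* of 0.81, 0.33 and 0.19 from edgeR's test with the block and Benjamini-Hochberg adjustment.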

Immunofluorescence for Brachyury, SOX2, and PAX6 confirmed this transcriptional analysis (Figure 4C). 

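The genes of Figure 4B can be set beside each other in TPM, which divides by transcript length. In P5 epithelial cells the mean TPM was 214 for *SOX2*, 46.2 for *FGFR2*, 28.5 for *NKX1-2* and 13.6 for *NEUROG2*. It was 4.71 for *TBXT*, 2.94 for *IRX3*, 0.73 for *SOX1*, 0.46 for *PAX6* and 0.0233 for *WNT3A*. In P5 mesenchymal cells *SOX2* had a mean TPM of 65.7, *FGFR2* 17.1, *NKX1-2* 9.58 and *NEUROG2* 3.25.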

Together, we find that epithelial colonies have a PNP identity and do not express key neural maturation genes.

**Figure 4:**
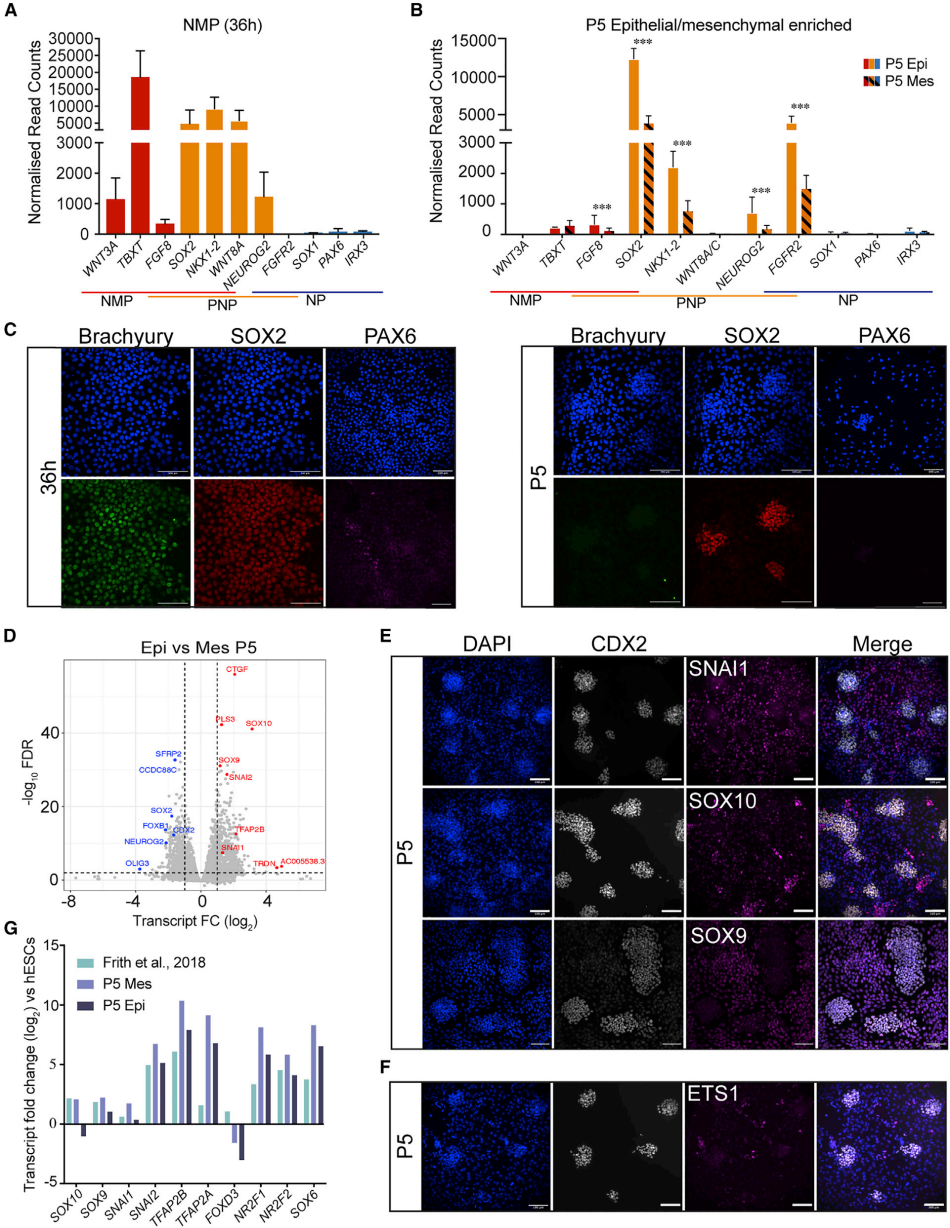
NMP-derived cells stabilize as epithelial PNPs and NC progenitors (A and B) Normalized expression levels of known markers of NMPs, PNPs, and NPs at 36 h (A) and in P5 epithelial- and mesenchymal-enriched samples (B) as determined by RNA-seq. Error bars show SEM (n = 3 independent differentiations). ^∗∗∗^FDR < 1%, a FC of at least ±2 compared with epithelial-enriched samples, and a base mean > 100. (C) Representative immunostaining of Brachyury (green), SOX2 (red), and PAX6 (magenta) confirming the expression patterns shown in (A) and (B). Scale bars, 100 μm. (D) Volcano plot showing differential expression between epithelial (blue) and mesenchymal (red) cells at P5. (E and F) Representative immunostaining of NC markers SNAI1, SOX1 and SOX9 (E), and ETS1 (F) co-stained with epithelial PNP marker CDX2 (gray) and DAPI (blue). Scale bars, 100 μm. (G) Log_2_ FC (versus hESCs) of NC marker genes in P5 mesenchymal- and epithelial-enriched samples compared with previously published trunk NC microarray data (Frith et al., 2018).

We next sought to determine the identity of the mesenchymal cells. Although NMPs are known to give rise to somitic mesoderm, we did not observe Brachyury expression (pan-mesoderm marker) or its downstream target TBX6 (pre-somitic mesoderm marker) following P1 (Figures 2B and 2D), suggesting the mesenchymal cells that arise at P3–P5 are not mesodermal in origin. *In vitro* studies have revealed that NMPs can differentiate to trunk NC cells (Frith et al., 2018; Gomez et al., 2019b; Hackland et al., 2019). Moreover, our bulk RNA-seq suggested that over passaging there was an increase in genes associated with cell migration and NC (Figure 3C). Thus, we first determined whether mesenchymal P5 cells had acquired NC-specific gene expression. 

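Over the passages the NC-associated genes did not rise at one time. Against t0, *TWIST1* had a log2 fold change of 9.41 at P4 (SE 1.19, adjusted p = 1.2e-06 from edgeR's test with Benjamini-Hochberg adjustment) and 12.27 at P9 (SE 1.30, edgeR adjusted p = 6.6e-08). *SNAI2* had 5.47 at P4 (SE 0.89, edgeR adjusted p = 2.8e-05), and *MITF* had 4.82 (SE 0.76, edgeR adjusted p = 2.0e-05). *TFAP2A* had 7.23 at P4 (SE 1.40, edgeR adjusted p = 1.9e-04) and *TFAP2B*, which was at or under 3 counts in the t0 libraries, passed the thresholds at P4 as well. *SNAI1* and *SOX10* did not pass at P4 or P8, with log2 fold changes of 0.54 and -0.86 for *SNAI1* and -0.01 and 0.20 for *SOX10*. In whole cultures of P5, *SNAI1* had 676 ± 555 normalized counts (SD, n = 3).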

Transcriptome-wide analysis showed that several NC markers genes, including *SNAI1*, *SOX9*, and *SOX10*, were significantly higher in mesenchymal cells compared with their epithelial PNP counterparts (Figures 4D and S5C). This was corroborated by immunolabeling studies of SOX10, SOX9, and SNAI1 in P5 cell cultures (Figures 2F and 4E). 

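*SOX10* (chromosome 22 of GRCh38, 37970686 to 37987422) had 72.0 ± 59.1 normalized counts in P5 epithelial and 676 ± 652 in P5 mesenchymal cells (SD, n = 3), with log2 ratios of 2.71, 3.09 and 3.34 in r1, r2 and r3. Its log2 fold change was 3.10 (SE 0.15, adjusted p = 0.0093 from edgeR's test with Benjamini-Hochberg adjustment), an 8.59-fold difference. *SOX9* (chromosome 17, 72121020 to 72126420) had 1781 ± 990 and 4013 ± 2200, a log2 fold change of 1.18 (SE 0.05, edgeR adjusted p = 0.0093) with ratios of 1.24, 1.13 and 1.17. *SNAI2* had a log2 fold change of 1.59 (SE 0.11, edgeR adjusted p = 0.0093). These 3 genes passed all thresholds. *SNAI1* (chromosome 20, 49982999 to 49988886) had 491 ± 383 and 1183 ± 749, a log2 fold change of 1.34 (SE 0.19, edgeR adjusted p = 0.014). *TFAP2B* had one of 2.15 (SE 0.32, edgeR adjusted p = 0.015). Neither passed at the 1% FDR in edgeR, and both passed with DESeq2. *SOX10*, *SOX9* and *SNAI1* were highest in r3 in both fractions, a variation between differentiations that the block takes out, and none of them passed without the block. At P8 *SOX10* had 54.7 ± 30.8 and 295 ± 181, a log2 fold change of 2.48 (SE 0.43, edgeR adjusted p = 0.15), and *SOX9* one of -0.25 (SE 0.20, edgeR adjusted p = 0.55), whose sign changed when r2 was left out. The difference between P8 and P5 did not pass for either in edgeR's interaction test, at -0.61 for *SOX10* (SE 0.56, edgeR adjusted p = 0.90) and -1.46 for *SOX9* (SE 0.28, edgeR adjusted p = 0.84), while DESeq2 with the block passed it for *SOX9*.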

In support of a posterior NC identity, mesenchymal P5 and P8 cells progressively expressed more posterior *HOX* genes, mirroring the PNP rostrocaudal identity (Figure 3D). By contrast, the cranial NC marker ETS1 was detectable in only a few mesenchymal cells (Figure 4F). 

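The *HOX* index, the mean paralogue number of the *HOX* genes weighted by normalized counts, was 7.20 ± 0.48 (SD, n = 3) in P5 and 8.60 ± 0.72 in P8 mesenchymal cells. The difference was 1.40 ± 0.60 and was positive in all 3 differentiations, from 1.04 to 2.09 (exact paired permutation test, two-sided p = 0.25, the smallest that 3 pairs allow). In epithelial cells the index was 7.27 ± 0.40 and 8.35 ± 0.69, a difference of 1.08 ± 0.47 that was also positive in all 3 (exact p = 0.25 from the same test). With weights of log2 normalized counts, the choice that moved these most, the differences were 0.47 and 0.38. The total of all *HOX* genes was 77666 normalized counts in P5 mesenchymal and 149649 in P5 epithelial cells.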

To further validate our findings, we compared the transcript fold change of NC-related genes in both P5 epithelial and mesenchymal cells with previously published work by Frith et al. (2018) (Figure 4G). The mesenchymal cells presented in this study expressed similar or higher levels of NC markers to those presented previously by Frith et al. (2018), thereby further confirming these cells were NC in identity. 

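The trunk NC data of Frith et al. were not analysed here, and the P5 fractions were compared with t0 in one edgeR model of 9 libraries with the differentiation as a block. In P5 mesenchymal cells *SNAI2* had a log2 fold change of 6.67 (SE 0.17, adjusted p = 4.6e-07 from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment), *TFAP2A* 10.27 (SE 0.85, edgeR adjusted p = 4.4e-05) and *NR2F1* 8.51 (SE 0.62, edgeR adjusted p = 2.5e-05). *NR2F2* was at 7.04, *SOX6* at 7.91 and *SOX9* at 2.15 (SE 0.30, edgeR adjusted p = 5.8e-04). *TFAP2B*, at or under 3 counts in each t0 library, was at least 341-fold higher. *SOX10* at 1.77 (SE 0.48, edgeR adjusted p = 0.014) and *SNAI1* at 1.63 (SE 0.42, edgeR adjusted p = 0.011) did not reach the 1% FDR and passed with DESeq2, and *FOXD3* fell by 1.58 (SE 0.27, edgeR adjusted p = 0.0015). In epithelial cells *SNAI2* was at 5.08, *TFAP2A* at 8.14, *NR2F1* at 6.35 and *SOX6* at 6.31, and all 4 passed. *SOX10* fell by 1.34 there (SE 0.50, edgeR adjusted p = 0.048), *SNAI1* was at 0.30 (SE 0.42, edgeR adjusted p = 0.55) and changed sign, to -0.31, when r3 was left out, and *FOXD3* fell by 3.05. From the comparison with the data of Frith et al., the paper concludes that the mesenchymal cells are NC in identity.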

Together, these results show that the mesenchymal cells surrounding PNPs are posterior NC cells and comparable with previously published *in vitro*-derived trunk NC.

### NMP-derived trunk PNPs are stem cell-like and give rise to migratory NC

The immunofluorescence analysis of PNP/NC cell cultures revealed that some nuclei found within tightly clustered PNP colonies were negative for CDX2 but positive for SNAI1 (Figures 2B, 2F, and 5A), suggesting that they are undergoing epithelial-to-mesenchymal transition (EMT) and becoming NC cells (Cano et al., 2000). PNP colonies (CDX2^+^/SNAI1^−^) purified from NC cells using selective detachment were sub-cultured for four passages (P+1 to P+4) to test this idea (Figure 5B). Immunofluorescence staining showed that despite the low percentage of SNAI1^+^ NC (8%) cells in P+1 cultures, by P+4 40% of the cells were CDX2^−^/SNAI1^+^, suggesting that PNPs undergo EMT to generate NC cells (Figures 5B and 5C). Analysis of PNP (*CDX2* and *SOX2*) and NC markers (*SNAI2*, *SOX10*, and *SOX9*) by qRT-PCR in enriched cells at P+4 further confirmed this conclusion (Figure S6A). To exclude the possibility that after PNP purification, the remaining NC cells repopulate the culture over passaging, single cells from the PNP- or NC-enriched samples were re-plated by fluorescence-activated cell sorting (FACS) into single wells (Figure S6B). No colonies arose from single NC cells, suggesting that these cells have limited proliferative capacity. By contrast, single PNPs gave rise to clonal cell lines, which consisted of epithelial colonies (CDX2^+^/SOX2^+^) and surrounding mesenchymal cells (Figures S6C and S6D). Thus, the PNPs showed stem cell-like behavior by undergoing self-renewal and differentiating into NC cells.

**Figure 5:**
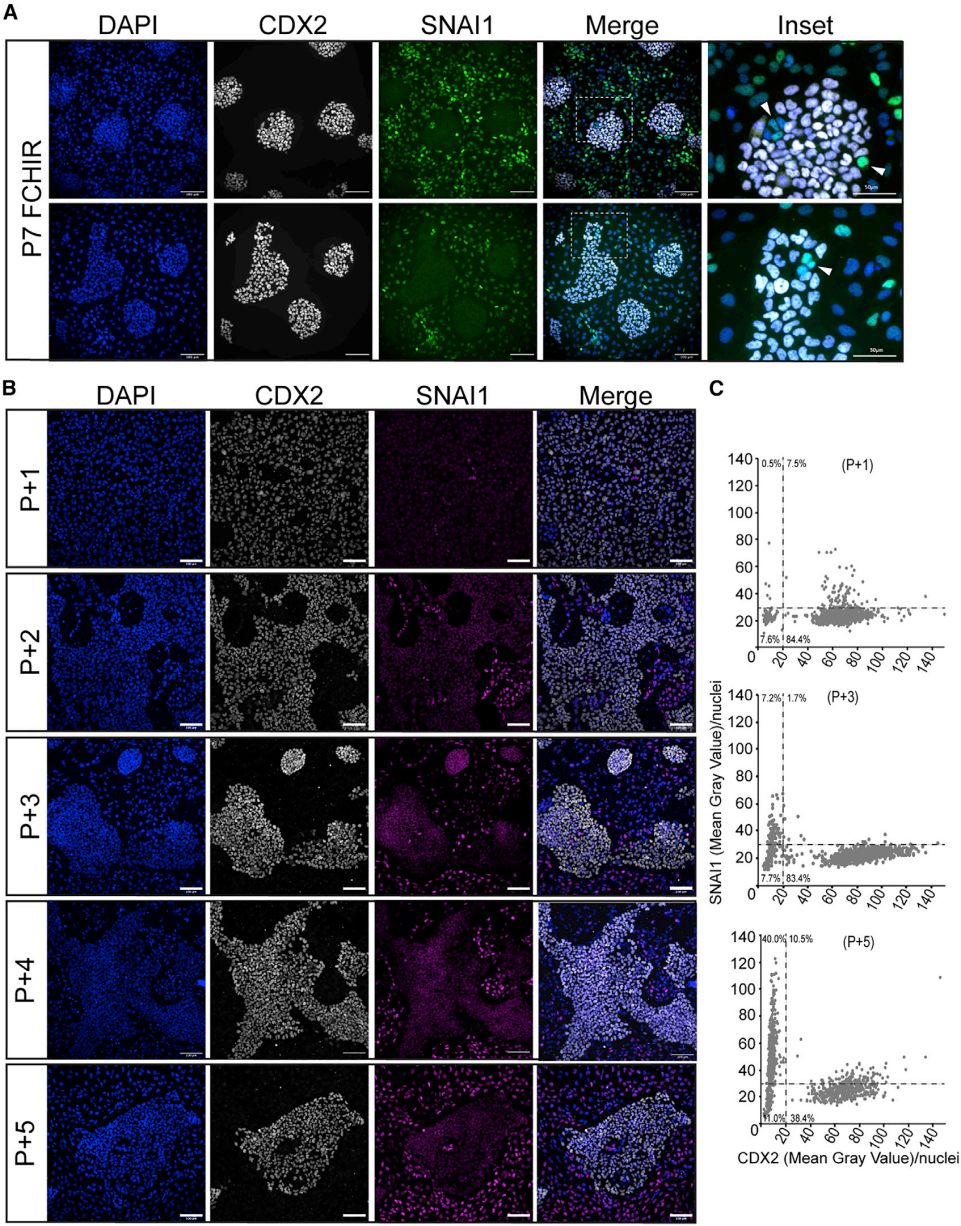
Epithelial PNPs give rise to migratory NC cells (A) Representative immunostaining of CDX2 (gray) and SNAI1 (green) co-stained with DAPI (blue) in P7 PNP/NC cultures. Inset shows magnified region identified by white dashed line, and arrow marks examples of CDX2^−^/SOX2^−^/SNAI1^+^ nuclei within PNP clusters. Scale bars, 100 μm; 50 μm (inset). (B) Representative immunostaining of CDX2 (gray), SNAI1 (magenta), and DAPI (blue) in epithelial P5 cells, which were serially passaged for four passages (P+1 to P+4) following selective detachment enrichment. (C) Dot plot showing the mean gray value/nuclei of CDX2 and SNAI1 at P+1, P+3, and P+4 panels shown in (B). Each graph shows >900 nuclei.

### Modulation of TGF-β and Sonic Hedgehog (SHH) signaling locks in PNP rostrocaudal axis information by preventing GDF11-mediated sacral *HOX* gene expression

We have shown that the combined modulation of WNT/FGF and RA signaling generated posterior PNPs. However, transcriptomics and lineage analysis indicated that PNP maintenance may be compromised by NC bifurcations, the progressive activation of more posterior *HOX* genes, and late-passage differentiation/cell death. In line with this, a known regulator of trunk-to-tail transition and terminal *HOX* induction, *GDF11*, was found to be significantly upregulated from P1 and increased by approximately 6-fold by P9 compared with t0 (Figure 6A). 

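*GDF11* (chromosome 12 of GRCh38, 55743280 to 55757278) had 1787 ± 118 normalized counts at t0 and 1578 ± 336 at 36 h (SD, n = 3). It had 2440 ± 438 at P1, 5155 ± 1007 at P2, 11084 ± 2217 at P5 and 13240 ± 1936 at P8, and 8132 ± 278 at P9 (n = 2). At P1 the log2 fold change against t0 was 0.46 (SE 0.27, adjusted p = 0.20 from edgeR's test with Benjamini-Hochberg adjustment), with r1 at its t0 level. P2 was the first time point at which the gene passed the thresholds, at 1.53 (SE 0.28, edgeR adjusted p = 1.1e-04). At P8 it was 7.32-fold and at P9 4.29-fold above t0, the latter a log2 fold change of 2.10 (SE 0.30, edgeR adjusted p = 4.5e-06). Under the alternatives the value at P9 stayed between 2.00 and 2.21.

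**Figure D2:**
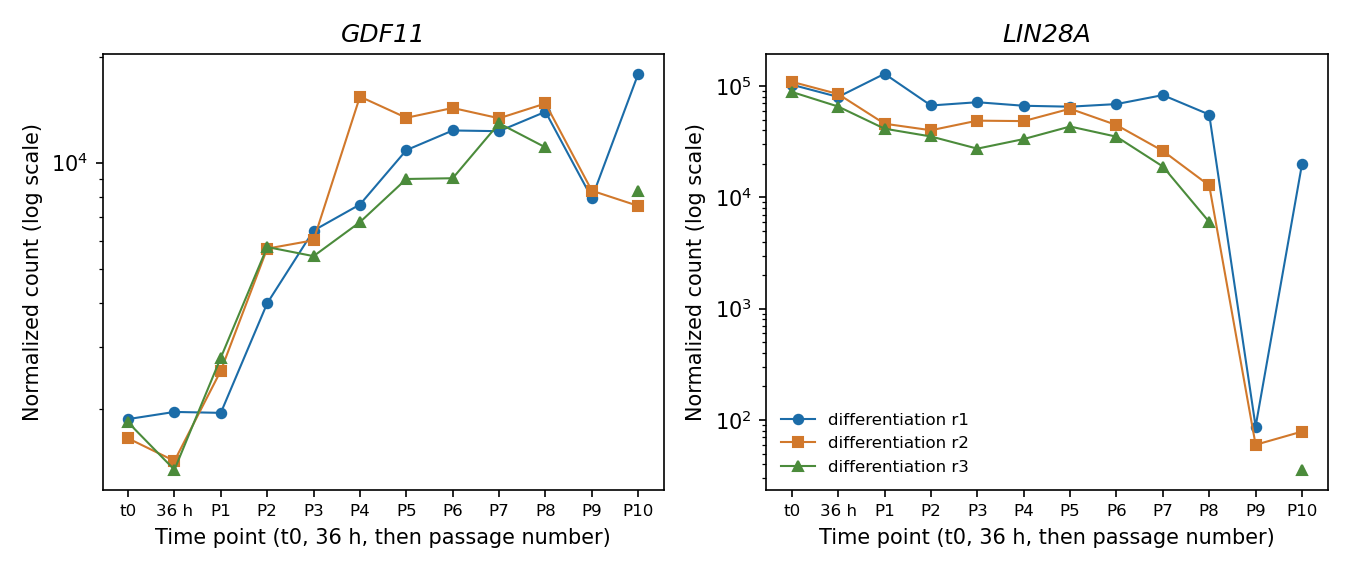
Normalized counts of *GDF11* and *LIN28A* (log axis) by time point from t0 to P10, with a point for each library of the 3 differentiations. *GDF11* rises from 1787 on average at t0 to 13240 at P8, and *LIN28A* drops to 73.6 at P9, with r1 back at 19888 at P10.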

Increased *GDF11* expression precedes activation of the terminal *HOX13* genes with the onset of *HOX13* genes coinciding with a 4.6-fold increase of *GDF11* at P4 (Figure 6B). 

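At P4, *GDF11* had 9930 ± 4752 normalized counts (SD, n = 3), a log2 fold change against t0 of 2.44 (SE 0.28, adjusted p = 3.9e-07 from edgeR's test with Benjamini-Hochberg adjustment), or 5.42-fold. It had 7610, 15397 and 6783 in r1, r2 and r3. *HOXA13* (chromosome 7, 27193503 to 27200106) went from 22.3 normalized counts at P3 to 145 ± 224 at P4, and *HOXB13* (chromosome 17, 48724763 to 48729178) from 0.582 to 103 ± 170. *HOXC13* (chromosome 12, 53938765 to 53946544) went from 7.98 to 294 ± 473 and *HOXD13* (chromosome 2, 176092891 to 176095938) from 9.46 to 436 ± 715. All 4 were at or under 3 counts in each t0 library, and at P4 they were at least 50.7-fold, 36.0-fold, 102-fold and 152-fold higher. *HOXA13* (edgeR adjusted p = 0.0042), *HOXC13* (6.6e-04) and *HOXD13* (1.9e-04) passed the thresholds at P4 in edgeR, and *HOXB13* (0.011) passed from P5 on. With DESeq2 and the block, *HOXB13* passed at 36 h, P1 and P4, and *HOXA13* and *HOXD13* at P1 and P4. None of them passed at P2 or P3 there. The rise at P4 came mainly from r2, in which *HOXD13* had 1262 normalized counts, against 20.2 in r1 and 27.4 in r3, and r2 also had the most *GDF11*.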

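*LIN28A* (chromosome 1 of GRCh38, 26410778 to 26429722) had 100278 ± 10596 normalized counts at t0, 76696 ± 10020 at 36 h and 72087 ± 49274 at P1 (SD, n = 3). At P2 it had 47429 ± 17070, with 66941, 40091 and 35254 in r1, r2 and r3, and each was below the t0 library of its differentiation. The log2 fold change at P2 was -1.23 (SE 0.96, adjusted p = 0.31 from edgeR's test with Benjamini-Hochberg adjustment), which did not pass. With r1 left out, the *LIN28A* log2 fold change at P2 against t0 was -1.38 and passed. From P3 to P7 the mean stayed between 42691 and 57067, and at P8 it was 24760 ± 26809, with 55469, 12792 and 6020 in r1, r2 and r3. At P8 the log2 fold change against t0 was -2.63 (SE 1.01, edgeR adjusted p = 0.034).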

*LIN28A* was significantly downregulated at P2 (versus t0), but remained unchanged from P2 to P8, indicating that although it was decreased in expression compared with pluripotent stem cells, it remained at a sufficient level to maintain PNP cell proliferation for several passages. 

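At P9, *LIN28A* had 73.6 ± 19.4 normalized counts (SD, n = 2), a log2 fold change against t0 of -10.92 (SE 1.76, adjusted p = 1.9e-05 from edgeR's test with Benjamini-Hochberg adjustment). At P10 it had 19888 in r1 and 78.7 and 35.7 in r2 and r3. Against the t0 library of the same differentiation this was a decrease by 5.17-fold in r1, 1389-fold in r2 and 2483-fold in r3. The log2 fold change of the model at P10 was -5.00 (SE 1.15, edgeR adjusted p = 8.1e-04), or 32.1-fold, and the ratio of the means was 15.0. Without the block, the *LIN28A* log2 fold change at P10 against t0 was -3.91, which no longer passed. Without r1 it was -10.82. P10.r1 and P9.r1 stood out of the order of the passages, with a mislabelled sample as a candidate explanation, so the value at P10 depends on that label.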

By P10, when PNP proliferation and culture viability were dramatically reduced, *LIN28A* was decreased over 600-fold (versus t0) (Figure 6C). With this in mind, inhibitors of Activin/Nodal (SB431542 [SB]) and BMP (LDN193189 [LDN]) signaling were used to suppress progressive posteriorization driven by GDF signaling and BMP-mediated trunk NC specification (Aires et al., 2019; Frith et al., 2018; Gomez et al., 2019b; Hackland et al., 2019; Jurberg et al., 2013; McPherron et al., 2009) (Figure S7A). Furthermore, to mimic signals that arise from the notochord during neural tube folding/cavitation and induce a ventral identity in differentiated neuronal cultures, we used a smoothened agonist (SAG) to stimulate SHH signaling (Jessell, 2000; Sasai et al., 2014).

**Figure 6:**
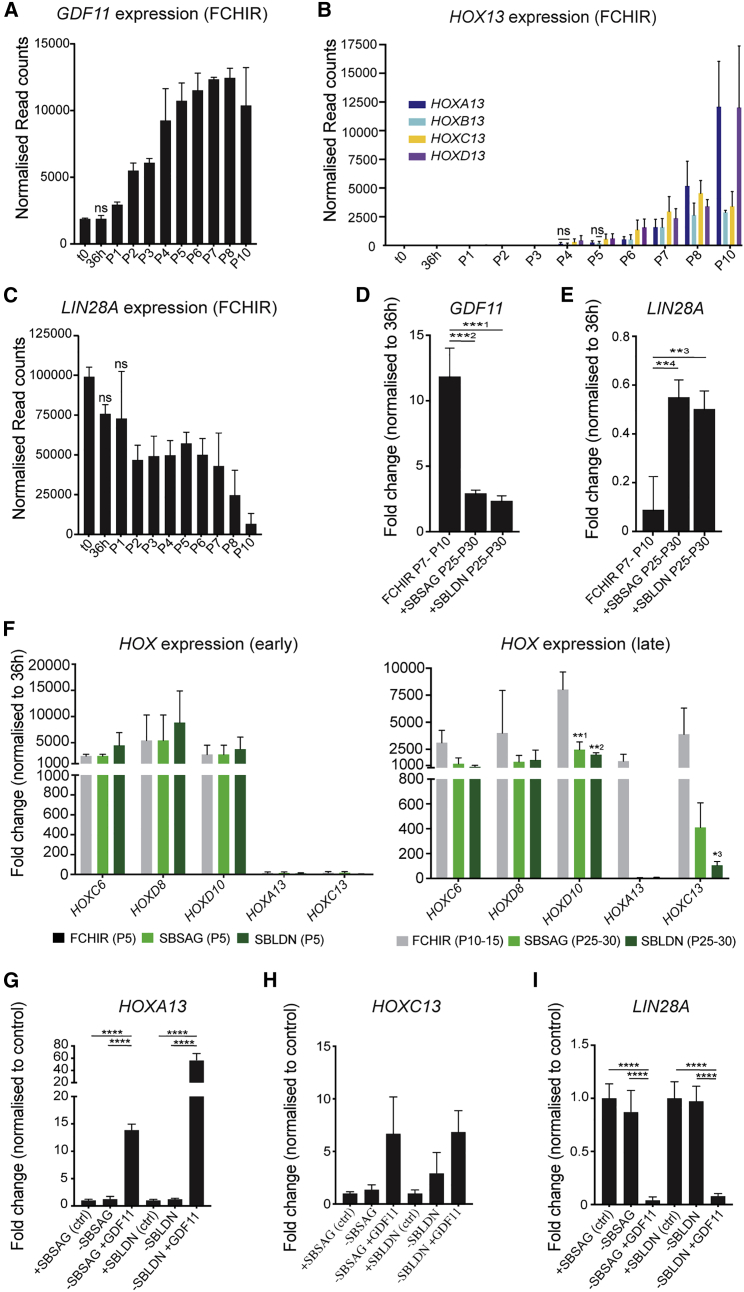
Modulation of TGF-β and SHH signaling locks in A-P information (A–C) Normalized expression levels of *GDF11* (A), *HOX13* (B), and *LIN28A* (C) at each passage as determined by RNA-seq. Error bars show SEM (n = 3 independent differentiations). All time points were called significantly differentially expressed (FDR < 1%, a FC of at least ±2 compared with t0, and a base mean > 100) unless indicated by “ns.” (D and E) Transcriptional quantification (qRT-PCR) of *GDF11* (D) and *LIN28A* (E) shown by FC over 36 h and normalized to the reference gene *PBGD* in late passage PNPs. Error bars show mean with SEM (n = 3 independent differentiations). ^∗∗1^p = 0.0003, ^∗∗2^p = 0.0002, ^∗∗3^p = 0.0026, ^∗∗4^p = 0.0045 (ANOVA, followed by Fisher’s least significant difference [LSD] multiple comparisons test [MCT]). (F) Graphs showing the transcriptional quantification (qRT-PCR) of selected *HOX* genes at early (P5) and late passages (P10–15 or P25–30) in all conditions, ^∗∗1^p = 0.0039, ^∗∗2^p = 0.0020, ^∗3^p = 0.0378 (ANOVA, followed by Fisher’s LSD MCT). Expression levels are presented as FC over the 36 h time point and were normalized to the reference gene *PBGD.* Error bars show mean with SEM (n = 3 independent differentiations). (G–I) Transcriptional quantification (qRT-PCR) of *HOXA13* (G), *HOXC13* (H), and *LIN28A* (I) in +SBLDN or +SBSAG (ctrl) conditions compared with either +SBLDN or +SBSAG without SB, LDN, or SAG (−SBLDN/−SBSAG) or with GDF11 alone (−SBLDN/−SBSAG + GDF11). Expression levels normalized to the reference gene *PBGD.* Error bars show SEM (n = 3 independent differentiations). ^∗∗∗∗^p < 0.001 (ANOVA, followed by Fisher’s LSD MCT).

The combined addition of SB and LDN (+SBLDN) or SB and SAG (+SBSAG) at P3 resulted in stabilization of PNPs for over 30 passages (90 days) (Figures S7B–S7D). The addition of small molecules from P3 onward did not compromise the formation of CDX2^+^/SOX2^+^ PNPs when analyzed at P5/P6 (Figures S7C and S7E). However, both supplemented conditions modestly increased the percentage of SOX2^+^/CDX2^+^ cells as quantified by flow cytometry in late passages (P9/P10) (Figure S7F). Cells maintained in +SBSAG and +SBLDN had significantly prolonged *CDX2* and *SOX2* gene expression for up to 30 passages (Figure S7B). As expected, in comparison with P7–P10 FCHIR-generated cells, *GDF11* expression was lower in +SBSAG and +SBLDN cultures (Figure 6D). In line with this, *LIN28A*, known to be downregulated in response to *HOX13* expression, was considerably reduced in FCHIR cultures by P7–P10 (Aires et al., 2019) (Figure 6E). Based on the transcriptional profiling of *HOX* genes, the positional value of the PNPs was locked at the thoracic-lumbar identity (Figure 6F). To test whether GDF11 addition, after long-term TGF-β inhibition, can induce sacral *HOX* expression, we added exogenous human recombinant GDF11 to P28–P30 cultures for 48–72 h. Short-term treatment of GDF11 was sufficient to induce *HOXA13* and *HOXC13* gene expression and suppress *LIN28A* expression (Figures 6G–6I). Furthermore, in our long-term cultures, the RA target *PAX6* remained silent in +SBLDN or +SBSAG addition at P6/P7 (Figure S7G). These results therefore show that PNPs can be locked in a thoracic identity and grown in culture for long periods of time via the addition of TGF-β inhibitors to prevent the GDF11/LIN28A-mediated transition to sacral *HOX* gene expression.

### PNPs can give rise to spinal cord neurons

To establish the neuronal potential of RA-deprived PNPs, we terminally differentiated P5 FCHIR and P25 +SBSAG/+SBLDN long-term PNPs into neurons (Figure 7A). Analysis of lateral motor column (LMC; FOXP1), dorsal interneuron/LMC marker (LHX1), and medial motor column markers (MMC; LHX3) found that all PNP conditions preferentially generated LHX1^+^/TUJ^+^ cells, although they did not express ISL1 (Figures 7B and 7C). The presence of LHX1^+^/ISL1^−^ neurons suggests that neurons may be lateral LMC (LHX1^+^/ISL2^+^), interneurons of the p2-dp2 domains, or medial LMC that no longer expresses early motor neuron markers (Francius and Clotman, 2014) (Figure 7B). Few cells were found to express LHX3, indicating cells preferentially differentiate MMC motor neurons (Figure 7D). Furthermore, more CHX10^+^ cells were noted in +SBSAG PNP-derived cultures, suggesting SHH signaling may introduce a more ventral identity after differentiation, giving rise to V2a interneurons (CHX10^+^/TUJ^+^) (Figure S7H) (Clovis et al., 2016). Together, these results show that our PNPs can generate various spinal cord derivatives demonstrating neuronal potential.

**Figure 7:**
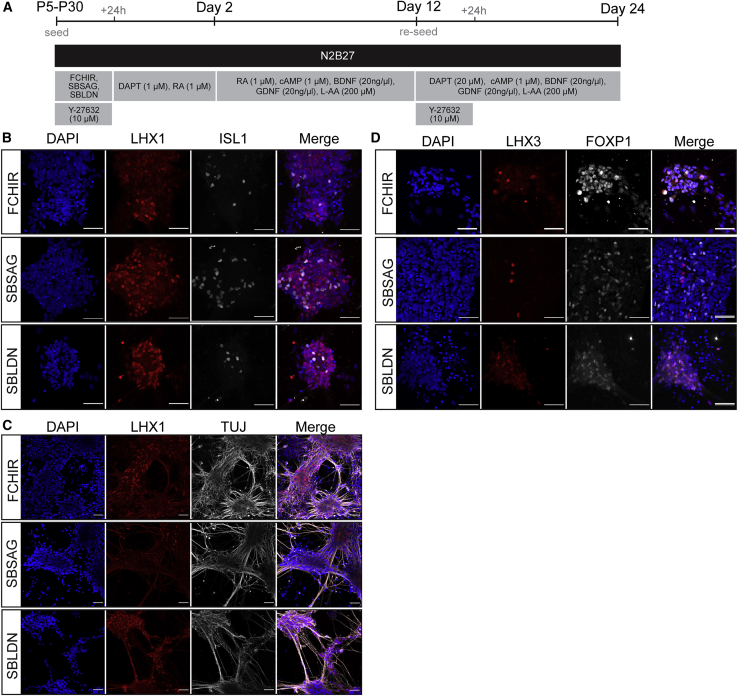
PNPs can be differentiated into neural derivatives (A) Scheme for generating differentiated neuronal cultures. (B–D) Representative immunostaining of differentiated neuronal cultures showing (B) LHX1 (red), ISL1 (gray), (C) LHX1 (gray) paired with βIII-tubulin (TUJ, green), or (D) LHX3 (red) and FOXP1 (gray). Scale bars, 100 μm.

## Discussion

We show that with sustained WNT/FGF signaling and RA inhibition, PNPs undergo colinear *HOX* expression while transitioning to a pre-neural fate. RA inhibition prevents the upregulation of RA-responsive neural determinants genes such as PAX6, preventing neuronal differentiation. Furthermore, PNPs undergo “self-renewal,” because of high *LIN28A* and low *HOX13* expression, until increased GDF11 signaling results in an upregulation of sacral *HOX* expression. The addition of TGF-β inhibition combined with BMP inhibition or SHH agonism (+SBLDN/+SBSAG) prevents *GDF11* upregulation and subsequent loss of *LIN28A*, resulting in stabilization of PNPs in a thoracic identity for up to 30 passages. Finally, PNPs give rise to NC with a diverse range of positional axial identities, ranging from thoracic to sacral. However, the distinct differentiation potential at each axial position requires further investigation.

During development, the RA-synthesizing enzyme *Aldh2a1* is expressed in the primitive streak and in node cells (Ribes et al., 2009). Furthermore, the RARy receptor and the RA-degrading enzyme *Cyp26a1* are highly expressed in NMPs, together indicating that finely balanced RA signaling is required to regulate axis elongation (Gouti et al., 2017; Sakai et al., 2001). Moreover, loss of *Aldh2a1 in vivo* and *in vitro* results in shortening of the A-P axis and impaired NMP specification, respectively (Cunningham et al., 2015; Gouti et al., 2017; Niederreither et al., 1999). However, *Aldh2a1*-null mice produce up to 20 somites and a region of spinal cord, indicating some NMPs are specified in the absence of RA signaling; therefore, it remains unclear whether active RA signaling is essential for NMP commitment or if it acts only to maintain an expanding NMP population by regulating the *Fgf8* expression domain (Cunningham and Duester, 2015; Diez del Corral et al., 2003). Here we show that NMP specification is unaffected by the addition of a pan-RAR inverse agonist and by vitamin A withdrawal, suggesting that minimal to no RA signaling is sufficient for human NMP specification *in vitro*. Furthermore, we demonstrate that NMPs committed to a pre-neural identity, despite depleted levels of RA signaling, suggesting pre-neural commitment may also occur independently of active RA signaling. Conversely, RA depletion prevented the upregulation of definitive neural markers and neural commitment allowing PNPs to remain unfixed in their A-P identity. As a result, sustained culture (in the presence of WNT/FGF and depleted RA levels) permitted complete sequential HOX gene activation over time.

The inhibition of TGF-β and stimulation of SHH signaling during PNP differentiation was found to reduce NC delamination and to promote the stabilization of PNP cultures with a thoracic HOX signature for at least 30 passages. Specifically, our data indicate that ALK4, ALK5, and ALK7 inhibition by SB acts to prevent GDF11 signaling and is sufficient to promote PNP identity and viability in our culture by maintaining *LIN28A* expression, a key factor for the proliferation of tail bud (Andersson et al., 2006). Because cells maintained a stable progenitor identity, the thoracic *HOX* signature was not locked, and supplementation with GDF11 promoted their release to a later *HOX* signature, in keeping with its known role in regulating sacral *HOX* gene expression (Aires et al., 2019). Similarly, heterochronic grafting experiments in chick found that axial progenitors can revert from a late HOX to an earlier HOX signature, supporting the finding that *HOX* gene expression is not locked until the cells terminally differentiate (McGrew et al., 2008). This is also in keeping with *in vitro* studies that suggest that prolonged WNT/FGF signaling allows cells to reach a more posterior identity that can be fixed by inducing neural differentiation through exogenous RA addition (Kumamaru et al., 2018; Lippmann et al., 2015; Wind et al., 2021).

Our work also established that PNPs undergo EMT to form NC cells with corresponding rostrocaudal identity. Recent studies have indicated that cranial NC arises in a neural-independent manner (Leung et al., 2016). Conversely, trunk NC arises from NMPs in a BMP-dependent manner (Frith et al., 2018; Gomez et al., 2019b; Hackland et al., 2019). Here we show trunk NC progenitors are specified following commitment of NMPs to a pre-neural identity. Following this commitment, PNPs express progressively more posterior *HOX* genes over time whilst giving rise to NC with a sacral identity. Together this work suggests that the CNS and derivatives of trunk/sacral NC (such as the peripheral nervous system) arise from a common PNP derived from the NMP population. This finding has recently been supported by studies *in vivo* (Lukoseviciute et al., 2021). Surprisingly, the addition of the BMP inhibitor LDN did not prevent NC specification in long-term PNPs, although only intermediate levels of BMP signaling are required to robustly induce NC commitment (Frith et al., 2018; Hackland et al., 2017). Furthermore, the addition of the ROCK inhibitor (Y-27632) in our protocol was required to maintain a 2D culture system and has previously been shown to favor NC commitment from hPSCs; therefore, it may also play a role in promoting NC commitment from PNPs (Kim et al., 2015). Further work to test these interesting findings is required.

In conclusion, our protocol provides a valuable source of PNP and NC cells that reflect axial anterior-to-posterior progress and may hold the potential for drug screening, detailed disease modeling, or therapeutic applications. Moreover, our model provides a robust *in vitro* platform to study cellular commitments and transitions within the developing human spinal cord at greater detail.

## Experimental procedures

### Human pluripotent stem cell culture

hESCs (WA09 and WA01; WiCell) and iPSCs (AICS-23; Allen Institute) were maintained on Corning Matrigel Growth Factor Reduced (GFR) Basement Membrane Matrix (354230; Corning Incorporated) and grown in mTESR1 (85850; STEMCELL Technologies). Cells were passaged as aggregates at a ratio of 1:10/15 using Gibco Versene Solution (15040066; Thermo Fisher Scientific) (UK Stem Cell Bank steering committee approval number: SCSC13-03). Further details are available in the supplemental experimental procedures.

### NMP differentiation and PNP long-term culture

Human ESCs or iPSCs were differentiated to NMPs as described in the text. NMPs were passaged at 36 h using TrypLE express (Thermo Fisher Scientific) and when confluent thereafter. Cells were passaged as single cells at a ratio of 1:6 into NMP differentiation medium, supplemented with 5–10 μM Y-27632 (Tocris) for up to 8–12 passages. To prevent A-P axis progression, we added 2 μM SB (SM33-10; Cell Guidance Systems) and 100 nM LDN (SML0559-5MG; Sigma-Aldrich) or SB (SM33-10; Cell Guidance Systems) and 500 nM SAG (566660-1 mg; Sigma-Aldrich) to NMP differentiation medium at P3. Further details are available in the supplemental experimental procedures.

### Neuronal differentiation

Neurons were generated using a modified protocol based on a previously published neural differentiation protocol (Lippmann et al., 2015) and described in the text. Further details are available in the supplemental experimental procedures.

### Flow cytometry and immunofluorescence

Detailed experimental procedures are available in the supplemental experimental procedures.

### RNA extraction, cDNA synthesis, and qPCR

Total RNA extraction was completed using RNeasy mini kit (74106; Qiagen) following the manufacturer’s instructions. cDNA was synthesized using Maxima First Strand cDNA Synthesis Kit for qRT-PCR with dsDNase (K1672; Thermo Fisher Scientific) following the manufacturer’s instructions with the addition of a dilution step where cDNA was diluted 1:60 in water. qPCR analysis was performed using primers detailed in Table S7 on a Roche LightCycler 480 II (Roche Holding AG) using LightCycler 480 SYBR Green I Master mix (04887352001; Roche Holding AG). Relative expression was calculated using the ΔCt method, normalizing each gene to porphobilinogen deaminase (PBGD) levels.

### RNA-seq and analysis

Further details are available in the supplemental experimental procedures.

## Author contributions

F.C.: conceptualization, validation, methodology, investigation, formal analysis, writing – original draft preparation, supervision, and project administration. G.E.G.: conceptualization, methodology, investigation, supervision, project administration, and writing – review & editing. R.M.: software, methodology, formal analysis, and writing – review & editing. C.B.: investigation, writing – review & editing. L.E.H.: methodology, investigation, resources, and writing – review & editing. A.H.R.: investigation. J.C.S.: conceptualization, writing – review & editing, supervision, and funding acquisition. A.S.B.: conceptualization, methodology, investigation, writing – review & editing, supervision, project administration, and funding acquisition.

## Conflicts of interest

The authors declare no competing interests.

## Data Availability

Data are available at the GEO repository (accession number GEO: GSE150709).

## References

[bib1] Abu-Abed S., Dollé P., Metzger D., Beckett B., Chambon P., Petkovich M. (2001). The retinoic acid-metabolizing enzyme, CYP26A1, is essential for normal hindbrain patterning, vertebral identity, and development of posterior structures. Genes Dev..

[bib2] Aires R., de Lemos L., Novoa A., Jurberg A.D., Mascrez B., Duboule D., Mallo M. (2019). Tail bud progenitor activity relies on a network comprising Gdf11, Lin28, and Hox13 genes. Dev. Cell.

[bib3] Aires R., Jurberg A.D., Leal F., Nóvoa A., Cohn M.J., Mallo M. (2016). Oct4 is a key regulator of vertebrate trunk length diversity. Dev. Cell.

[bib4] Amin S., Neijts R., Simmini S., van Rooijen C., Tan S.C., Kester L., van Oudenaarden A., Creyghton M.P., Deschamps J. (2016). Cdx and T Brachyury Co-activate growth signaling in the embryonic axial progenitor niche. Cell Rep..

[bib5] Andersson O., Reissmann E., Ibanez C.F. (2006). Growth differentiation factor 11 signals through the transforming growth factor-beta receptor ALK5 to regionalize the anterior-posterior axis. EMBO Rep..

[bib6] Cano A., Perez-Moreno M.A., Rodrigo I., Locascio A., Blanco M.J., del Barrio M.G., Portillo F., Nieto M.A. (2000). The transcription factor snail controls epithelial-mesenchymal transitions by repressing E-cadherin expression. Nat. Cell Biol..

[bib7] Clovis Y.M., Seo S.Y., Kwon J.-s., Rhee J.C., Yeo S., Lee J.W., Lee S., Lee S.-K. (2016). Chx10 consolidates V2a interneuron identity through two distinct gene repression modes. Cell Rep..

[bib8] Cunningham T.J., Brade T., Sandell L.L., Lewandoski M., Trainor P.A., Colas A., Mercola M., Duester G. (2015). Retinoic acid activity in undifferentiated neural progenitors is sufficient to fulfill its role in restricting Fgf8 expression for somitogenesis. PLoS One.

[bib9] Cunningham T.J., Duester G. (2015). Mechanisms of retinoic acid signalling and its roles in organ and limb development. Nat. Rev. Mol. Cell Biol..

[bib10] Curran K., Lister J.A., Kunkel G.R., Prendergast A., Parichy D.M., Raible D.W. (2010). Interplay between Foxd3 and Mitf regulates cell fate plasticity in the zebrafish neural crest. Dev. Biol..

[bib11] Denans N., Iimura T., Pourquie O. (2015). Hox genes control vertebrate body elongation by collinear Wnt repression. Elife.

[bib12] Deschamps J., Duboule D. (2017). Embryonic timing, axial stem cells, chromatin dynamics, and the Hox clock. Genes Dev..

[bib13] Diez del Corral R., Breitkreuz D.N., Storey K.G. (2002). Onset of neuronal differentiation is regulated by paraxial mesoderm and requires attenuation of FGF signalling. Development.

[bib14] Diez del Corral R., Olivera-Martinez I., Goriely A., Gale E., Maden M., Storey K. (2003). Opposing FGF and retinoid pathways control ventral neural pattern, neuronal differentiation, and segmentation during body axis extension. Neuron.

[bib15] Francius C., Clotman F. (2014). Generating spinal motor neuron diversity: a long quest for neuronal identity. Cell. Mol. Life Sci..

[bib16] Frith T.J., Granata I., Wind M., Stout E., Thompson O., Neumann K., Stavish D., Heath P.R., Ortmann D., Hackland J.O. (2018). Human axial progenitors generate trunk neural crest cells in vitro. Elife.

[bib17] Gaunt S.J., George M., Paul Y.-L. (2013). Direct activation of a mouse Hoxd11 axial expression enhancer by Gdf11/Smad signalling. Dev. Biol..

[bib18] Gomez G.A., Prasad M.S., Sandhu N., Shelar P.B., Leung A.W., García-Castro M.I. (2019). Human neural crest induction by temporal modulation of WNT activation. Dev. Biol..

[bib19] Gomez G.A., Prasad M.S., Wong M., Charney R.M., Shelar P.B., Sandhu N., Hackland J.O.S., Hernandez J.C., Leung A.W., Garcia-Castro M.I. (2019). WNT/beta-catenin modulates the axial identity of embryonic stem cell-derived human neural crest. Development.

[bib20] Gouti M., Delile J., Stamataki D., Wymeersch F.J., Huang Y., Kleinjung J., Wilson V., Briscoe J. (2017). A gene regulatory network balances neural and mesoderm specification during vertebrate trunk development. Dev. Cell.

[bib21] Hackland J.O.S., Frith T.J.R., Thompson O., Marin Navarro A., Garcia-Castro M.I., Unger C., Andrews P.W. (2017). Top-down inhibition of BMP signaling enables robust induction of hPSCs into neural crest in fully defined, xeno-free conditions. Stem Cell Rep..

[bib22] Hackland J.O.S., Shelar P.B., Sandhu N., Prasad M.S., Charney R.M., Gomez G.A., Frith T.J.R., Garcia-Castro M.I. (2019). FGF modulates the axial identity of trunk hPSC-derived neural crest but not the cranial-trunk decision. Stem Cell Rep..

[bib23] Henrique D., Abranches E., Verrier L., Storey K.G. (2015). Neuromesodermal progenitors and the making of the spinal cord. Development.

[bib24] Janesick A., Nguyen T.T.L., Aisaki K.-i., Igarashi K., Kitajima S., Chandraratna R.A.S., Kanno J., Blumberg B. (2014). Active repression by RARγ signaling is required for vertebrate axial elongation. Development.

[bib25] Jessell T.M. (2000). Neuronal specification in the spinal cord: inductive signals and transcriptional codes. Nat. Rev. Genet..

[bib26] Jurberg A.D., Aires R., Varela-Lasheras I., Novoa A., Mallo M. (2013). Switching axial progenitors from producing trunk to tail tissues in vertebrate embryos. Dev. Cell.

[bib27] Kim K., Ossipova O., Sokol S.Y. (2015). Neural crest specification by inhibition of the ROCK/Myosin II pathway. Stem cells (Dayton, Ohio).

[bib28] Klein E.S., Pino M.E., Johnson A.T., Davies P.J., Nagpal S., Thacher S.M., Krasinski G., Chandraratna R.A. (1996). Identification and functional separation of retinoic acid receptor neutral antagonists and inverse agonists. J. Biol. Chem..

[bib29] Koch F., Scholze M., Wittler L., Schifferl D., Sudheer S., Grote P., Timmermann B., Macura K., Herrmann B.G. (2017). Antagonistic activities of Sox2 and Brachyury control the fate choice of neuro-mesodermal progenitors. Dev. Cell.

[bib30] Kumamaru H., Kadoya K., Adler A.F., Takashima Y., Graham L., Coppola G., Tuszynski M.H. (2018). Generation and post-injury integration of human spinal cord neural stem cells. Nat. Methods.

[bib31] Leung A.W., Murdoch B., Salem A.F., Prasad M.S., Gomez G.A., Garcia-Castro M.I. (2016). WNT/beta-catenin signaling mediates human neural crest induction via a pre-neural border intermediate. Development.

[bib32] Li X., Liu Z., Qiu M., Yang Z. (2014). Sp8 plays a supplementary role to Pax6 in establishing the pMN/p3 domain boundary in the spinal cord. Development.

[bib33] Lin Y.-M.J., Hsin I.L., Sun H.S., Lin S., Lai Y.-L., Chen H.-Y., Chen T.-Y., Chen Y.-P., Shen Y.-T., Wu H.-M. (2018). NTF3 is a novel target gene of the transcription factor POU3F2 and is required for neuronal differentiation. Mol. Neurobiol..

[bib34] Lippmann E.S., Williams C.E., Ruhl D.A., Estevez-Silva M.C., Chapman E.R., Coon J.J., Ashton R.S. (2015). Deterministic HOX patterning in human pluripotent stem cell-derived neuroectoderm. Stem Cel. Rep..

[bib35] Liu J.-P. (2006). The function of growth/differentiation factor 11 (Gdf11) in rostrocaudal patterning of the developing spinal cord. Development.

[bib36] Lukoseviciute M., Mayes S., Sauka-Spengler T. (2021). Neuromesodermal progenitor origin of trunk neural crest in vivo. bioRxiv.

[bib37] Luu B., Ellisor D., Zervas M. (2011). The lineage contribution and role of Gbx2 in spinal cord development. PLoS One.

[bib38] Martin B.L., Kimelman D. (2010). Brachyury establishes the embryonic mesodermal progenitor niche. Genes Dev..

[bib39] McGrew M.J., Sherman A., Lillico S.G., Ellard F.M., Radcliffe P.A., Gilhooley H.J., Mitrophanous K.A., Cambray N., Wilson V., Sang H. (2008). Localised axial progenitor cell populations in the avian tail bud are not committed to a posterior Hox identity. Development.

[bib40] McPherron A.C., Huynh T.V., Lee S.J. (2009). Redundancy of myostatin and growth/differentiation factor 11 function. BMC Dev. Biol..

[bib41] Mouilleau V., Vaslin C., Robert R., Gribaudo S., Nicolas N., Jarrige M., Terray A., Lesueur L., Mathis M.W., Croft G. (2021). Dynamic extrinsic pacing of the HOX clock in human axial progenitors controls motor neuron subtype specification. Development.

[bib42] Narboux-Neme N., Ekker M., Levi G., Heude E. (2019). Posterior axis formation requires Dlx5/Dlx6 expression at the neural plate border. PLoS One.

[bib43] Neijts R., Amin S., van Rooijen C., Deschamps J. (2017). Cdx is crucial for the timing mechanism driving colinear Hox activation and defines a trunk segment in the Hox cluster topology. Dev. Biol..

[bib44] Niederreither K., Subbarayan V., Dollé P., Chambon P. (1999). Embryonic retinoic acid synthesis is essential for early mouse post-implantation development. Nat. Genet..

[bib45] Olivera-Martinez I., Schurch N., Li R.A., Song J., Halley P.A., Das R.M., Burt D.W., Barton G.J., Storey K.G. (2014). Major transcriptome re-organisation and abrupt changes in signalling, cell cycle and chromatin regulation at neural differentiation in vivo. Development.

[bib46] Olivera-Martinez I., Storey K.G. (2007). Wnt signals provide a timing mechanism for the FGF-retinoid differentiation switch during vertebrate body axis extension. Development.

[bib47] Ribes V., Le Roux I., Rhinn M., Schuhbaur B., Dollé P. (2009). Early mouse caudal development relies on crosstalk between retinoic acid, Shh and Fgf signalling pathways. Development.

[bib48] Ribes V., Stutzmann F., Bianchetti L., Guillemot F., Dollé P., Le Roux I. (2008). Combinatorial signalling controls Neurogenin2 expression at the onset of spinal neurogenesis. Dev. Biol..

[bib49] Sakai Y., Meno C., Fujii H., Nishino J., Shiratori H., Saijoh Y., Rossant J., Hamada H. (2001). The retinoic acid-inactivating enzyme CYP26 is essential for establishing an uneven distribution of retinoic acid along the anterio-posterior axis within the mouse embryo. Genes Dev..

[bib50] Sandberg M., Kallstrom M., Muhr J. (2005). Sox21 promotes the progression of vertebrate neurogenesis. Nat. Neurosci..

[bib51] Sasai N., Kutejova E., Briscoe J. (2014). Integration of signals along orthogonal axes of the vertebrate neural tube controls progenitor competence and increases cell diversity. PLoS Biol..

[bib52] Shum A.S., Poon L.L., Tang W.W., Koide T., Chan B.W., Leung Y.C., Shiroishi T., Copp A.J. (1999). Retinoic acid induces down-regulation of Wnt-3a, apoptosis and diversion of tail bud cells to a neural fate in the mouse embryo. Mech. Dev..

[bib53] Storey K.G., Goriely A., Sargent C.M., Brown J.M., Burns H.D., Abud H.M., Heath J.K. (1998). Early posterior neural tissue is induced by FGF in the chick embryo. Development.

[bib54] Tsakiridis A., Huang Y., Blin G., Skylaki S., Wymeersch F., Osorno R., Economou C., Karagianni E., Zhao S., Lowell S., Wilson V. (2014). Distinct Wnt-driven primitive streak-like populations reflect in vivo lineage precursors. Development.

[bib55] van de Ven C., Bialecka M., Neijts R., Young T., Rowland J.E., Stringer E.J., Van Rooijen C., Meijlink F., Novoa A., Freund J.N. (2011). Concerted involvement of Cdx/Hox genes and Wnt signaling in morphogenesis of the caudal neural tube and cloacal derivatives from the posterior growth zone. Development.

[bib56] Verrier L., Davidson L., Gierlinski M., Dady A., Storey K.G. (2018). Neural differentiation, selection and transcriptomic profiling of human neuromesodermal progenitor-like cells in vitro. Development.

[bib57] Wind M., Gogolou A., Manipur I., Granata I., Butler L., Andrews P.W., Barbaric I., Ning K., Guarracino M.R., Placzek M., Tsakiridis A. (2021). Defining the signalling determinants of a posterior ventral spinal cord identity in human neuromesodermal progenitor derivatives. Development.

[bib58] Wymeersch F.J., Huang Y., Blin G., Cambray N., Wilkie R., Wong F.C., Wilson V. (2016). Position-dependent plasticity of distinct progenitor types in the primitive streak. Elife.

[bib59] Wymeersch F.J., Wilson V., Tsakiridis A. (2021). Understanding axial progenitor biology in vivo and in vitro. Development.

How the deposited data were processed for this re-analysis (not part of the article)

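Bulk RNA-seq of H9 (WA09) cells, an established hESC line, was analysed in 47 libraries. Of these, 35 were whole cultures from t0 to P10, with 3 independent differentiations (r1 to r3) at each time point and 2 at P9, and 12 were epithelial and mesenchymal fractions of P5 and P8 with 3 each. Conditions and replicate numbers came from the names of the libraries and from the paper. Where the paper gives n = 3 for P9, an r3 library of P9 was not analysed here. P10.r1 was taken as a member of the paper's group 4.

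The authors quantified each library with RSEM and deposited expected counts per gene, which RSEM estimates by dividing reads between the genes they could come from, so that 9.3% of the values were not whole. The deposited TPM values are those expected counts divided by effective transcript length and scaled per library by RSEM. The libraries were single-end and polyA-selected, and replicates were not pooled. The aligner, the versions, the annotation release, the strand setting and the read filters are not named in the texts that were read. Each library listed 58051 Ensembl genes, of which 57447 were matched to a symbol of GENCODE 29 and 604 were not. Coordinates are those of GENCODE 29 on GRCh38, the build of the coordinates in Tables S1, S3 and S5. For *HOXC5*, which has a pair of gene identifiers, the first was used. *AC007277.3* was found through its identifier in Table S1, and AC005538.3 of Figure 1D is not reported here. A *HOX* gene that enters the sums and counts over *HOX* genes is not reported by itself here.

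Totals of expected counts ran from 13029491 to 64082859 per library, with a median of 47292229, against a planned 38 M reads or fewer per sample. A count of 3 was taken as the smallest that the depth can show, and a fold change against a group at or under it in every library is given as a lower bound. The 10 most abundant genes held from 3.85% to 6.31% of the counts of a library. No pair of replicates differed by less than the sampling noise, so each library was counted as 1 sample. Each of the 47 libraries was checked against Table S4 and was nearest to the column of its own name over 973 genes. Since Table S4 holds the same libraries, this ties files to names and cannot reveal an exchanged sample. Reads had no molecular identifiers, so limits from counts cover counting error only.

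Expected counts were rounded to whole numbers for all tests. Normalized counts are rounded counts divided by edgeR's TMM size factors over all 47 libraries, scaled to a geometric mean of 1. Groups were compared with edgeR 4.0.16 (glmQLFit and glmQLFTest, quasi-likelihood F-test) in R 4.3.3, over genes kept by filterByExpr, with Benjamini-Hochberg adjustment and limma 3.58.1 as its base. The SE of a log2 fold change was computed from this test, as the absolute log2 fold change divided by the square root of F. It is not a separate estimate of the error. The replicate number was a block in every model. The pairing comes from the replicate numbers in the names of the libraries. The log2 fold changes of Tables S1 and S5 were also set beside the counts in Table S4. For most genes listed in both, they lie closer to the means of log2 ratios within replicates than to the ratios of group means. These means are the same whichever replicates are paired, so they cannot show that libraries with the same number belong together. *VWF* and *ADM* are not in the part of Table S4 that was read. A gene passed at an FDR under 1%, a fold change of at least 2 and a mean of at least 100 normalized counts. These are the thresholds of the paper. The mean was taken over all libraries of a fit, which for the time course were all 35 whole cultures and not the compared time points alone. The compared libraries alone entered the fits of 36 h against t0 and of the fractions at P5 and P8. The 35 whole cultures shared a fit for the time course, the 12 fraction libraries shared one for the interaction between passage and fraction, and t0 and the P5 fractions shared one for the comparison of both fractions with t0.

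The paper names DESeq2 for base means, and DESeq2 1.42.0 with the same block and its own size factors (Wald test, independent filtering off) was an alternative. The other alternatives were no block, DESeq2's size factors within edgeR, no count filter, at least 10 counts in every library, each replicate left out in turn, all 47 libraries or only the compared time points in a fit, an FDR under 5%, no mean minimum and no fold change minimum. Designs, alternatives and the choice of genes to name were set before the data were examined. Named genes are those the paper names in its text and in Figures 1D, 3C, 3D, 4A, 4B, 4D, 4G and 6A to 6C for the comparison at hand, and for 36 h against t0 and the fractions at P5 and P8 the 5 genes with the largest log2 fold change in each direction among those that passed and changed the same way in all 3 differentiations.

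Principal components were computed on log2 CPM with TMM factors and a prior count of 2, on centered and unscaled genes. Alternatives were a variance-stabilizing transformation, the 500 most variable genes, genes scaled to unit variance and log2(TPM + 1). The *HOX* index is the mean paralogue number of the 39 *HOX* genes weighted by normalized counts, with TPM or log2 normalized counts as other weights. Onset of a *HOX* gene is the first time point with a mean of at least 100 normalized counts, with a mean of 10, 10% of the highest mean, a mean TPM of 1 and the first time point that passed against t0 as alternatives. Exact tests over 3 pairs flipped signs within differentiations, and the rank correlation of onset used 100000 permutations. Groups 1 to 5 were described by mean normalized counts and by log2 differences, without a test. A log2 difference is the mean of log2 normalized counts in a group minus that in the other libraries. Gene cluster profiles used the clusters of Table S4, of which the part with C1 to C6 was read.

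The models were tested on simulated data drawn from the means and library sizes of the real libraries, with 200 genes changed, a dispersion of 0.02 and a replicate effect with an SD of 0.3 on the log2 scale. With the block, 198 of the 200 were recovered among 18779 genes by edgeR, and 198 among 30879 genes by DESeq2. Without the block edgeR recovered 165 among 18338 genes. The interaction recovered 196 among 19053 genes, and the step from P8 to P9 in the time course 198 among 20252 genes. None was recovered in the wrong direction, and 1 unchanged gene passed in the interaction. The common dispersion of the real libraries with the block was 0.0177 for the P5 fractions and 0.0255 for the P8 fractions. It was 0.0666 for 36 h against t0, well above the simulated value, so the recovery does not describe that comparison. The simulation also gave all genes the same dispersion, and each replicate the same effect in every condition. The dispersions of the time-course and interaction fits were not compared with it. The recovery therefore does not measure how many real changes those fits could find. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps. GO enrichment, k-means clustering and the comparison with data of other studies were not run.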

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

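The test of library size was chosen only after the result was seen, and the other tests of this part were not. The paper compares the epithelial and mesenchymal fractions at P5 and does not report the comparison at P8. At P8, 3352 of 18836 genes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test with the block, where chance alone would give 942. No gene passed the thresholds, and the smallest Benjamini-Hochberg adjusted p of edgeR was 0.096. Across edgeR's alternatives the smallest adjusted p ran from 0.0011, without a count filter, to 0.99, without the block. With DESeq2 and the block, 165 genes passed as higher in mesenchymal and 17 as higher in epithelial cells. Without the block 556 genes had an unadjusted p under 0.05, against 902 by chance. The pairing carried much of the variation, with a mean correlation of deviations of 0.78 within a differentiation and -0.38 between differentiations, and the block lowered the biological coefficient of variation from 36.4% to 16%.

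Of the 15 genes drawn in Figure 4D, 13 changed the same way in all 3 differentiations at P8, 7 of the 15 were higher in mesenchymal cells, and none passed in edgeR, while *SOX10* and *SOX2* passed with DESeq2. *SOX10* had a log2 fold change of 2.48 (edgeR adjusted p = 0.15 after Benjamini-Hochberg adjustment) and *OLIG3* of -2.33 (edgeR adjusted p = 0.18).

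With the fraction labels exchanged in 1 differentiation at a time, which keeps the pairs, 4 of the 4 arrangements gave as many passing genes as the real one in edgeR. The real count is 0, so this outcome was fixed in advance and says nothing about chance. The real arrangement had 182 passing genes with DESeq2 and the block, and the others from 0 to 3. The genes with an unadjusted p under 0.05 were 3352 in the real arrangement and from 209 to 443 in the others, in which 1 pair of fractions runs against the remaining pairs. With 4 arrangements the share of the real one cannot go under 0.05.

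A difference in library size was tested by the totals. At P8, 2 of the 3 mesenchymal libraries had a lower total than all epithelial libraries and the other had the highest total of the 47 libraries, so the totals overlapped. Incomplete separation of the fractions would make a difference smaller and would not give rise to one, so it bears on the size of the difference at P8 and not on whether there is one. The 215 genes that passed at P5 had a median log2 difference of 1.29 at P5 and 0.65 at P8, with 0.88, 0.47 and 0.60 in r1, r2 and r3, and 209 of them kept their sign. These genes were chosen for their difference at P5, so a smaller value at P8 also follows from the choice and shows no stability. The 215 genes with the smallest p at P8 among those past the fold change and mean minimum, chosen at P8 in turn, had a median of 1.41 at P8 and 1.38 at P5. Whether incomplete separation made the difference at P8 smaller is not settled by these values. A biological difference between the fractions at P8 is a hypothesis, found and tested on the same libraries.

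A change of the difference between P5 and P8 was tested by edgeR's interaction term. No gene passed, the smallest Benjamini-Hochberg adjusted p was 0.84 with edgeR's alternatives between 0.47 and 1.00, and 1139 of 19476 genes had an unadjusted p under 0.05, against 974 by chance. With exchanged labels 4 of 4 arrangements gave as many passing genes, which the real count of 0 fixes in advance. The others had from 85 to 303 genes with an unadjusted p under 0.05, fewer than the 1139 of the real one. With DESeq2 and the block 3 genes passed, named here after their values were seen, which were *TNC* at 1.72, *ADA2* at 1.07 and *SOX9* at -1.46.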

How the results depend on the processing

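No test of this part was chosen only after the result was seen, and the cause of the changes was not tested. Of 169 values of the 18 main results under the alternatives, 106 kept their direction and their side of the threshold, moved by less than the spread between replicates or, as counts, stayed within 1.5 times, 58 moved, 4 became weaker, 1 became stronger and none reversed.

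At 36 h, 67 genes were higher and 78 lower. Without the replicate block they were 233 and 385, where libraries of t0 and 36 h with the same number had a mean correlation of deviations of -0.01. With DESeq2 and the block they were 436 and 915, with no count filter 309 and 524, with all 47 libraries in one fit 371 and 279, and with an FDR under 5% 375 and 711. The fits that each left out 1 replicate gave from 0 to 254 higher and from 0 to 347 lower genes. The 0 came without r2, where 3615 genes had an unadjusted p under 0.05. In the arrangements with labels exchanged within differentiations, 1 of 4, the real one, gave as many genes, and the others gave none, with 103 to 326 genes at an unadjusted p under 0.05. With 4 arrangements the share cannot go under 0.05, so chance cannot be ruled out by this count.

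Between the P5 fractions, 134 genes were higher in mesenchymal and 81 in epithelial cells. Without the replicate block both counts were 0 and 4307 genes had an unadjusted p under 0.05. With DESeq2's size factors in edgeR both were 0 with 6709 such genes. With DESeq2 and the block they were 477 and 435, no count filter 509 and 439, an FDR under 5% 519 and 452, and no fold change minimum 287 and 144. With all 47 libraries in one fit they were 12 and 2, and the 2, chosen after their values were seen, were *IGSF9* and *DPYSL5*. Leaving out 1 replicate gave from 0 to 134 and from 0 to 16 genes, with 4452 and 5268 genes at an unadjusted p under 0.05 in the fits without r2 and r3, where both counts were 0. The real arrangement of labels was 1 of 4 that gave as many genes, and the others gave none, with 75 to 144 genes at an unadjusted p under 0.05.

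Between the P8 fractions no gene passed and 3352 had an unadjusted p under 0.05. With DESeq2 and the block there were 165 and 17 genes, and no count filter gave 20 higher in mesenchymal cells. For the interaction of fraction and passage, with 0 genes and 1139 at an unadjusted p under 0.05, DESeq2 with the block gave 3.

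The number of genes changed in at least 1 consecutive step of the time course was 964. Without the replicate block the number was 598, with DESeq2 and the block 1791, and with only the compared time points in a fit 146. Leaving out 1 replicate gave from 92 to 1877, where the fits without r1 or r2 leave out the steps to P9 and P10 because P9 has 2 libraries. With time labels permuted within differentiations, 1 of 25 arrangements gave as many genes, the real one, and the 24 permuted ones gave 0 or 1, so a grouping by chance was not seen.

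The *LIN28A* log2 fold change at P2 against t0, -1.23, lay between -1.38 and -1.09 when 1 replicate was left out, and passed the thresholds without r1. The LIN28A log2 fold change at P10 against t0 was -5.00, and -3.91 without the replicate block and -9.09 with only the compared time points, neither of which passed, and between -10.82 and -4.01 with 1 replicate left out, of which the fits without r2 and r3 did not pass. The *GDF11* log2 fold changes at P4 and P9 kept their direction and passed under every alternative in which they were tested, from 1.95 to 2.69 at P4 and from 2.00 to 2.21 at P9. At P9 the fits without r1 or r2 leave 1 library and have no test. Spearman's rho of *HOX* onset stayed between 0.568 and 0.914.

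The *HOX* index difference from P5 to P8 was 1.40 in mesenchymal and 1.08 in epithelial cells, and 0.47 and 0.38 with log2 weights. It stayed positive, from 1.05 to 1.57 and from 0.81 to 1.25 with 1 replicate left out. The limit of a mean of 100 normalized counts removes none of the 39 genes, so it is no check. PC1 of the time course held 39.03%, and 57.79% over the 500 most variable genes, 29.46% with scaled genes and 38.1% to 41.75% with 1 replicate left out. PC2 held 15.46%, and 16.88% with a variance-stabilizing transformation, 18.1% over the 500 genes, 13.73% with scaled genes and 15.07% to 17.47% with 1 replicate left out. PC1 of 36 h and the P5 fractions held 69.51%, and 88.38% over the 500 genes, 47.0% with scaled genes and 69.41% to 76.79% with 1 replicate left out.

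Of 1546 values of 149 named gene results, 1227 kept their direction and side, 174 became weaker, 136 stronger, 5 moved and 4 reversed. The reversed values were *VWF* at P5, which was -0.09 and became 0.13 without r2 and 0.22 without r3, with -0.55 without r1, *SOX9* at P8, from -0.25 to 0.04 without r2 with -0.45 as the lowest, and *SNAI1* in P5 epithelial cells against t0, from 0.30 to -0.31 without r3, with 0.69 as the highest. Leaving out r2 made 52 values weaker and leaving out r3 28. DESeq2 with the block made 34 stronger and 1 weaker, and no block made 24 weaker and 7 stronger. Groups 1 to 5 of the paper and the P5 fractions against t0 had no alternatives of their own beyond the named genes.

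Depth limits genes with few counts in the smallest libraries, which were P6.r3 at 13029491, P4.r3 at 15407423 and P1.r1 at 21802304. Genes at or under 3 counts in every t0 library, among them *HOXA13*, *HOXB13*, *HOXC13* and *HOXD13*, have only a lower bound for their fold change.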

Differences from the paper's values

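The look at *VWF* was chosen only after the result was seen, and no other test of this part was. The paper's count of genes changed at 36 h is 1367, and here 145 passed. Of the alternatives set before the data were examined, DESeq2 with the block (1351) and an FDR under 5% (1086) came within 1.5 times the paper's value, and the others did not. The paper's 445 upregulated genes compare with 67 here. DESeq2 with the block (436), no count filter (309), all 47 libraries in one fit (371) and an FDR under 5% (375) came within that distance. The paper's 922 downregulated genes compare with 78, and DESeq2 with the block (915) and an FDR under 5% (711) came within it.

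For the P5 fractions the paper's count is 907 genes and 215 passed here. DESeq2 with the block (912), no count filter (948) and an FDR under 5% (971) came within 1.5 times the paper's value. The paper's 481 genes higher in mesenchymal cells compare with 134 here and with 477, 509 and 519 under these settings, and the paper's 426 higher in epithelial cells with 81 here and with 435, 439 and 452. No other alternative set before the data were examined came within that distance for either count.

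The log2 fold change of *ADM* at P5 is 2.78 in the paper's Table S5 and was 2.47 here. The gap was within the spread between replicates with DESeq2 and the block (2.48), without r2 (2.50) and without r3 (2.61) and not with the other alternatives. That of *VWF*, chosen after its values were seen because it was the gene of Table S5 with the opposite sign, is 1.14 in the paper's Table S5 and was -0.09 here. None of the alternatives set before the data were examined closed the gap, and they gave values from -0.55 to 0.22. Of 78 named genes with a value in Tables S1 or S5, 2 differed.

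The paper's text lists *FGF7* among the ligands higher in epithelial cells. Here it was higher in mesenchymal cells at P5, with a log2 fold change of 1.25, and Table S5 of the paper also lists it as higher in mesenchymal cells. It did not pass with edgeR or DESeq2 and passed with an FDR under 5%. *FGF12*, which the paper lists in the same group, did not pass under any alternative.

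The paper places a significant rise of *GDF11* at P1. Here the log2 fold change at P1 was 0.46 (adjusted p = 0.20 from edgeR's test with Benjamini-Hochberg adjustment) and did not pass under any alternative run for it. The paper places a significant decrease of *LIN28A* at P2, and here it was -1.23 (edgeR adjusted p = 0.31) and passed when r1 was left out, but not under the other alternatives. At P10 the paper gives a decrease of over 600-fold. Here it was 32.1-fold, 547-fold with only the compared time points in the fit and 1807-fold without r1. It was 5.17-fold in r1, 1389-fold in r2 and 2483-fold in r3, a spread wider than the gap. The low value comes from P10.r1, which stood out of the order of the passages. The paper has C4 peak before P9, and also lists it among the clusters raised at P9 and P10, and here the mean Z score of C4 was 0.22 at P7, 0.42 at P8 and 1.64 at P9. The paper has *SOX9* and *NOG* rise at the end of the course, and here their means were 4353 and 1959 in group 4 and 1746 and 513 in group 5. The paper lists *TBX6* for group 2, and here its mean was 3139 in group 2 and 3888 in group 3. *FGFR2*, which the paper has rising in groups 3 and 4, had a mean of 948 in group 3, against 4914 in group 1, 1371 in group 2 and 4759 in group 4. *PAX6*, *IRX3* and *SOX1* are given by the paper as not transcribed at 36 h. Here *IRX3* had 66.3, 39.2 and 116 normalized counts in r1, r2 and r3, and *PAX6* and *SOX1* had 281 and 74.9 in r1.

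Of the genes that the paper calls changed at 36 h, *CDX2*, *FGF17*, *AC007277.3*, *EGFLAM*, *GABRB2*, *PCSK1*, *SLCO2A1*, *FOXB1*, *MBNL3*, *RNF43*, *NKX1-2*, *PLA2G2A* and *TRABD2A* did not pass with edgeR and passed with DESeq2 and the block and with an FDR under 5%. All of these but *PLA2G2A* also passed without a count filter, and all but *AC007277.3* without r3. *CDX2*, *AC007277.3*, *EGFLAM*, *GABRB2*, *MBNL3*, *RNF43* and *TRABD2A* also passed without the block, and *CDX2*, *FGF17*, *AC007277.3*, *EGFLAM*, *GABRB2*, *PCSK1*, *FOXB1* and *RNF43* with all 47 libraries in one fit. Of the genes that the paper calls or draws as different between the P5 fractions, *BMP4*, *TGFB2*, *TGFB3*, *NOG*, *FGF8*, *FGF13*, *FZD8*, *FZD10*, *WNT11*, *NKX1-2*, *NEUROG2*, *FOXB1*, *CDX2*, *TFAP2B* and *SNAI1* did not pass with edgeR and passed with DESeq2 and the block, with an FDR under 5% and without a count filter. *FGF13* also passed with at least 10 counts in every library, and *FOXB1* and *SNAI1* without r1. *TRDN* and *OLIG3*, drawn in Figure 4D, had means of 14.5 and 22.4 normalized counts and did not pass under any alternative.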

Other observations

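The tests of exchanged labels, of another differentiation, of the library size of P9.r1 and of a difference present at t0 were chosen only after the result was seen, and the others of this part were not. P9.r1 and P10.r1 stood out of the order of the passages. Over 13297 genes, the root-mean-square log2 distance from P8.r1 was 0.571 to P10.r1 and 1.23 to P9.r1, and P9.r1 and P10.r1 were 1.11 apart. In r2, P8 was nearer to P9 (1.01) than to P10 (1.25), and in r3 the distance from P8 to P10 was 1.03. The *HOX* index of r1 was 7.82 at P8, 11.08 at P9 and 8.22 at P10. Labels of P9.r1 and P10.r1 that were exchanged would give this order, so a mislabelled sample is a candidate explanation. No biological explanation for the order was tested.

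Another differentiation as the source of P9.r1 or P10.r1 was tested with genes that mark a differentiation in 33 libraries, those of t0 to P7 and of the P5 fractions. P9.r1 lay on the side of r1 for 7 of 38 genes that mark r1, where P9.r2 had 6, P10.r1 13, P10.r2 2 and P10.r3 6. The P8 libraries of r1 had 21 to 27 and those of r2 and r3 3 to 8. Of 9 genes that mark r2, P9.r1 lay on the side of r2 for 9, P10.r2 for 9, P9.r2 for 7, P10.r3 for 5 and P10.r1 for 3. Of 2 genes that mark r3, P9.r1 and P10.r3 lay on the side of r3 for 2, P9.r2 and P10.r2 for 1 and P10.r1 for 0. The P8 libraries of r3 itself did so for 0 or 1. The markers also shifted in P10.r1 and P9.r2, so this could reflect the passage as well as the differentiation, and the test cannot tell them apart. *SPINK5*, chosen after its values were seen, had 16.3 to 78.6 normalized counts in r1, 174 to 386 in r2 and 42.1 to 163 in r3 of these 33 libraries, and 397 in P9.r1 and 92.4 in P9.r2. Library size was tested with the totals, and P9.r1, at 38.1 M, and P10.r1 were inside the range of the other time-course libraries. Which of the explanations holds is not settled, and P9 rests on 2 libraries.

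Differentiation r1 was behind r2 and r3. Its *HOX* index was the lowest of the 3 in 8 of 8 passages from P1 to P8, and it was the nearest to t0 on PC1 in 8 of 8. With all *HOX* genes left out it was still nearest to t0 on PC1 in 8 of 8, so a slower course limited to the *HOX* genes was not seen. The mean distance of r1 to r2 and r3 was 0.311 at t0 and from 0.547 to 1.21 at P1 to P8. Between r2 and r3 the distance was from 0.423 to 0.641 at P1 to P8. At P6, r1 was 0.518 from r2 and 0.607 from r3, against 0.579 between r2 and r3. At P7 these distances were 0.552, 0.764 and 0.641, so r1 was not the more distant one at every passage. A fixed difference between the differentiations that is present at t0 was not seen either. Library size was not aligned with it, since r1 had the lowest total in 1 of the 8 passages. A slower course of r1 as a whole is a hypothesis that these tests leave open, and no biological explanation was tested.

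Gain or loss of a chromosome region in culture was tested with 1222 windows of 50 neighboring genes among 13263 genes. At P6, P7 and P8, 0 windows outside the *HOX* clusters differed by 0.3 on the log2 scale between 1 differentiation and both others. The windows that did lay on chromosome 7 from 23105758 to 35186041 in r2 and held *HOXA* genes.

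*ETS1*, which the paper reports by immunostaining in few mesenchymal cells, had 9048 ± 228 normalized counts in P5 mesenchymal and 2619 ± 1217 in P5 epithelial cells (SD, n = 3), and 2552 ± 295 at t0. The log2 fold change between the fractions was 1.91 (adjusted p = 0.02 from edgeR's test with Benjamini-Hochberg adjustment), which did not pass, and it was higher in mesenchymal cells in 3 of 3 differentiations. It passed with DESeq2 and the block, with an FDR under 5%, without a count filter and without r1.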
